# Pharmacological targeting of the IL-17/neutrophil axis attenuates calcific deposits in rat models of calciphylaxis

**DOI:** 10.1172/JCI190369

**Published:** 2025-08-15

**Authors:** Bo Tao, Edward Z. Cao, James Hyun, Sivakumar Ramadoss, Juan F. Alvarez, Lianjiu Su, Qihao Sun, Zhihao Liu, Linlin Zhang, Alejandro Espinoza, Yiqian Gu, Feiyang Ma, Shen Li, Matteo Pellegrini, Arjun Deb

**Keywords:** Cell biology, Dermatology, Bone disease, Neutrophils, Skin

## Abstract

Calciphylaxis is a rare but life-threatening disorder characterized by ectopic calcification affecting the subcutaneous tissues and blood vessels of the skin. Survival rates are less than a year after diagnosis, and yet despite the severity of the condition, the pathobiology of calciphylaxis is ill understood. Here, we created animal models of calciphylaxis that recapitulated many characteristics of the human phenotype. We demonstrate that cutaneous calcification is preceded by inflammatory cell infiltration. We show that increased local skin inflammation, regardless of the inciting cause, in the presence of hypercalcemia and hyperphosphatemia contributes to cutaneous ectopic calcification. Genetically modified rodents lacking immune activation of T and B cells or NK cells are resistant to developing cutaneous calcification. Consistent with this, administration of the immunosuppressive cyclophosphamide reduced calcific deposits, as did T cell suppression with cyclosporine. We demonstrate that IL-17 is upregulated in calcific skin and neutrophils are the predominant cell type expressing IL-17 and tissue-nonspecific alkaline phosphatase (TNAP) that are necessary for ectopic calcification. Targeting IL-17 with a monoclonal antibody or using a myeloperoxidase inhibitor to blunt neutrophil activation notably attenuated calcific deposits in vivo. Taken together, these observations provide fresh insight into the role of the immune system and the IL-17/neutrophil axis in mediating ectopic calcification in rodent models of calciphylaxis.

## Abstract 2

This paper creates unique rodent models of calciphylaxis to demonstrate the pivotal role of systemic inflammation in cutaneous ectopic calcification and pharmacologically targets the T cell-neutrophil axis to treat calciphylaxis.

## Introduction

Calcinosis cutis, or ectopic calcification of the skin and subcutaneous tissues, occurs in a variety of conditions such as autoimmune diseases of the skin that are associated with tissue damage and subsequent dystrophic calcification of injured tissues (1). Calciphylaxis is an unusual form of calcinosis cutis characterized by ectopic calcification of the blood vessels and subcutaneous tissues and typically observed in individuals with end-stage renal disease (ESRD) (2–4). High circulating calcium and phosphate, which are often elevated in individuals with ESRD, are considered risk factors for the development of calciphylaxis (5). Calciphylaxis occurs in 1%–2% of individuals with ESRD but is increasingly recognized to occur in individuals with normal renal function, particularly after organ transplantation (6–8). Calcific deposits in calciphylaxis are typically calcium hydroxyapatite (9) and develop gradually, but accelerated deposition of ectopic calcification in the skin and subcutaneous adipose fat can occur as well (10). The subcutaneous tissue ischemia associated with arteriolar calcification as well as calcific deposits in the extravascular interstitium poses enormous problems for maintaining tissue integrity and repair (11, 12). Patients typically suffer from painful lesions and nonhealing ulcers, and most individuals die from wound infection (13). The diagnosis of calciphylaxis is associated with substantial mortality with estimated survival of a few months to a year (14, 15). Despite the enormous mortality associated with calciphylaxis, its pathogenesis remains ill understood, and there are no effective treatments for this condition (2, 4).

Individuals with ESRD commonly develop extraskeletal ectopic calcification but usually do not develop calciphylaxis (16). The underlying biological reasons why the skin gets involved as a site of ectopic calcification in individuals with calciphylaxis are not clear. Risk factors for developing calciphylaxis include conditions and diseases that cause hypercalcemia and hyperphosphatemia, autoimmune disorders, and disorders or drugs that promote a thrombotic state (2, 11, 15, 17–19). Inflammation has been considered to play an important role in ectopic calcification of soft tissues (20–22), and human imaging studies have confirmed the presence of active inflammation in sites of ectopic vascular calcification (23). In animal models, a strong association between inflammatory burden and osteogenic activity in atherosclerotic plaque has been noted (24, 25). Moreover, in longitudinal clinical studies, increased inflammation at baseline was associated with a markedly higher degree of calcification of the aortic wall (26). Inhibition of osteogenic activity to attenuate ectopic calcification in animal models also reduced inflammation (27). Taken together, these observations in both animal models and human studies demonstrate a strong association between inflammation and calcification. Risk factors for calciphylaxis such as ESRD, autoimmune disease, and diabetes are associated with a chronic inflammatory state (28, 29), but little is known about the role of inflammation in directly contributing to ectopic calcification of the skin in calciphylaxis.

Rodent models of calciphylaxis were initially developed decades ago (30–33), where the animal was initially “sensitized” to develop hypercalcemia and hyperphosphatemia with administration of a vitamin D analog. Next, an “inducer” such as ferric chloride that causes vascular thrombosis and intense inflammation of tissues was injected into the subcutaneous tissue (31, 33). The animals developed robust calcification of the affected skin region. We have recreated these models of calciphylaxis and demonstrate robust deposition of ectopic calcification in subcutaneous tissues with histological features recapitulating phenotypic features of human calciphylaxis. Using a variety of genetically modified rodents that are incapable of mounting a robust immune response, or broad immunosuppressives such as cyclophosphamide or cyclosporine, we show the pivotal causal role of the immune system in mediating ectopic calcification in animal models of calciphylaxis. We demonstrate that IL-17 is notably upregulated in calcific skin lesions, and tissue-nonspecific alkaline phosphatase, an enzyme regulating final deposition of calcium minerals, is expressed by neutrophils. Targeting the IL-17/neutrophil axis with a monoclonal antibody against IL-17a or a myeloperoxidase inhibitor to blunt neutrophil activation notably rescued ectopic calcification. Taken together, our observations suggest that targeting the immune system and more specifically the IL-17/neutrophil axis may attenuate ectopic calcification in calciphylaxis.

## Results

### A rodent model associated with cutaneous calcification with hypercalcemia, hyperphosphatemia, and cutaneous inflammation.

We recreated animal models of calciphylaxis, in which adult (4–6 weeks old) Sprague-Dawley rats were first given dihydrotachysterol (DHT) orally (Figure 1A). DHT is a vitamin D analog (34) and induces hypercalcemia and hyperphosphatemia, which are risk factors for calciphylaxis (2). Vitamin D is also used in other murine models of ectopic calcification, and initiation of vitamin D therapy has been associated with higher risk of calciphylaxis in humans (35, 36). Consistent with known effects of DHT, we observed increased serum calcium and phosphate in animals 24 hours following DHT administration compared with animals that received water (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI190369DS1). Twenty-four hours after administration of DHT, we injected the animals with ferric chloride subcutaneously.

FeCl_3_ is prothrombotic and proinflammatory, and vascular thrombosis and inflammation are thought to contribute to the pathogenesis of calciphylaxis (2). Within 3 days of FeCl_3_ injection, the subcutaneous tissue in the region of skin injected with FeCl_3_ demonstrated that hardening and calcific plaques were visible on gross inspection of the harvested skin (Figure 1B). Histological stains with von Kossa demonstrated extensive calcium deposits in the animals that received oral DHT but not in control groups that received subcutaneous injections of water instead of FeCl_3_ (Figure 1, C and D).

To confirm these observations, we also stained sections of the affected skin with alizarin red and observed extensive mineralized deposits in the skin of DHT+FeCl_3_–injected animals, in contrast to control groups that either did not receive DHT or were injected with water instead of FeCl_3_ after oral DHT administration (Figure 1, E–H). Analysis of histological sections to determine the site of calcified plaques demonstrated deposition of calcium in the dermis and subcutaneous tissue (Figure 1I). Next, to determine the chemical identity of the mineralized deposits, we subjected the calcified skin tissue to Raman microscopy and observed the deposits to be calcium hydroxyapatite, the predominant chemical deposited in human lesions of calciphylaxis as well (Figure 1, J and K).

Ectopic calcification in calciphylaxis is known to affect regions with abundant adipocytes. We performed Oil Red O staining to identify subcutaneous fat, and von Kossa staining to identify calcific deposits demonstrated the location of the calcific deposits to be around adipose tissue (Figure 1, L and M). Histological examination of blood vessels within the affected region demonstrated calcification of the walls of the blood vessels (Figure 1N), and double immunofluorescent staining with endothelial cells and calcium hydroxyapatite demonstrated the presence of mineralized deposits in the peri-endothelial region (Figure 1O).

Calciphylaxis is twice as common in females as in males (4), and hence female Sprague-Dawley rats were used. However, using a similar strategy of DHT and FeCl_3_ injection, we also observed a similar degree of ectopic cutaneous calcification in male rats, demonstrating that this model of calciphylaxis is not sex dependent (Supplemental Figure 1). Taken together, this model of cutaneous calcification recapitulates phenotypic features of human calciphylaxis with abundant extracellular and vascular calcification in the skin of affected animals.

### Inflammation precedes the development of calcification.

To determine changes in tissue gene expression following ectopic calcification, we harvested the tissues at 4 days after oral DHT administration or 3 days after subcutaneous injection of FeCl_3_ and performed bulk tissue transcriptomics. As controls, we also harvested skin of animals identically treated with DHT but not given FeCl_3_ and another group that was injected subcutaneously with FeCl_3_ but did not receive DHT (Figure 2A). 

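Skin RNA came from 4 groups of 3 rats each: vehicle+H2O, vehicle+FeCl3, DHT+H2O and DHT+FeCl3, the group with calcified skin. DHT is dihydrotachysterol, a vitamin D analog, given by mouth at 10 mg/kg, and skin was taken 96 h later. The authors aligned reads to Rnor_6.0 with STAR (2.7.1b in the paper, 2.7.10a in the submitters' notes) and normalized the counts for sequencing depth with DESeq2. The deposited values used here are gene counts divided by 1 size factor per library, called normalized counts below. They cover 4686 genes, of which 4510 (96.2%) differ between DHT+FeCl3 and vehicle+H2O at an unadjusted p under 0.05 from limma. These genes therefore look selected by that comparison, by a rule not given in the sources used here. Every count of changed genes, adjusted p value and gene list test in this experiment covers the listed genes only. If the genes were chosen by that comparison, its adjusted p values come from the data that chose them. They then cannot be taken at their stated error rate, and are given to describe the listed genes. The other comparisons of DHT+FeCl3 skin share its libraries and can be affected too. Reads in the listed genes had medians of 6422938 (vehicle+H2O), 6226274 (vehicle+FeCl3), 6130244 (DHT+H2O) and 6064490 (DHT+FeCl3) per library, which are partial sums and not library depths. Groups were compared with limma on log2(value + 1) in a single fit, with adjusted p under 0.05 as the threshold, and fold changes on this scale are understated for genes with low values.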

We selected genes differentially expressed in the skin of animals that exhibited ectopic calcification compared with the other groups. 

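Cyp24a1 (ENSRNOG00000013062), which encodes the enzyme that breaks down active vitamin D, rose from 0.365 ± 0.632 normalized counts in vehicle+H2O skin to 568 ± 401 in calcified skin (SD, n = 3 rats each). This is a log2 fold change of 8.51 (standard error 1.25, adjusted p = 0.00113 from limma). DHT+H2O skin had 416 ± 481, and calcified skin did not differ from it past the threshold (0.86, adjusted p = 0.576), so the rise goes with DHT. Mmp3 (ENSRNOG00000032626), a matrix-degrading enzyme, rose from 50.3 ± 29.0 to 8796 ± 5690 (log2 fold change 7.29, adjusted p = 0.00128). The keratin gene Krt77 (ENSRNOG00000036865) fell by 5.83 on the log2 scale (adjusted p = 0.00296), and the water channel gene Aqp4 (ENSRNOG00000016043) fell by 5.02 (adjusted p = 0.000835). Against vehicle+FeCl3 skin, the collagenase gene Mmp13 (ENSRNOG00000008478) rose from 6.08 ± 7.35 to 1960 ± 2186 (log2 fold change 8.22, adjusted p = 0.00966), and the macrophage receptor gene Vsig4 (ENSRNOG00000038132) had a log2 fold change of 6.57 (adjusted p = 0.000539). The cartilage proteoglycan gene Acan (ENSRNOG00000028992) fell from 150 ± 23.4 to 8.93 ± 7.85 (adjusted p = 0.00417). Against DHT+H2O skin, the muscle actin gene Actc1 (ENSRNOG00000008536) rose from 62.2 ± 37.1 to 2239 ± 1329 (log2 fold change 5.16, adjusted p = 0.00732). Each of these calls stayed past the threshold when any 1 library was left out. Cyp24a1 (7.65, adjusted p = 0.0168) and Mmp3 also passed in DHT+H2O against vehicle+H2O skin, calls that ended in some fits with 1 library left out. In DHT+FeCl3 skin, 2390 genes were higher and 2087 lower than in vehicle+H2O skin, 1159 higher and 810 lower than in vehicle+FeCl3 skin, and 983 higher and 515 lower than in DHT+H2O skin. After rescaling each library by its median ratio over the listed genes, the last comparison gave 818 higher and 677 lower, so the higher share moved from 65.6% to 54.7%. Against vehicle+H2O skin it gave 1947 higher and 2170 lower (53.4% to 47.3% higher). Against vehicle+FeCl3 skin it gave 1007 higher and 926 lower (58.9% to 52.1% higher). Median-ratio scaling takes most genes as unchanged, while nearly all listed genes differ between DHT+FeCl3 and vehicle+H2O skin. These shifts therefore cannot show whether the split depends on the scaling. The 1969 genes against vehicle+FeCl3 became 904 without vehicle+FeCl3 replicate 1, 606 without its replicate 2 and 862 without DHT+FeCl3 replicate 1. The 1498 genes against DHT+H2O became 101 without DHT+H2O replicate 1, 373 without its replicate 2, 464 without DHT+FeCl3 replicate 1 and 757 without DHT+FeCl3 replicate 3.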

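Of the 4686 listed genes, 965 passed the limma threshold in each of the 3 comparisons of DHT+FeCl3 skin with a control group, and 962 of them went the same way in all 3. The 634 higher genes include the antimicrobial genes S100a8, S100a9 and Lcn2, the neutrophil growth factor gene Csf3 and the chemokine genes Cxcl1, Cxcl2, Cxcl3 and Cxcl6. The 328 lower genes include Krt77, Aqp4 and Acan. An interaction term tests whether DHT and FeCl3 together change a gene beyond their single effects added. That term passed for 0 listed genes by limma and by edgeR on reads recovered from the values, and for 88 by DESeq2. The overlap alone therefore does not show a change beyond the single effects added. If the 3 comparisons were independent, 124 genes higher in all 3 and 39.6 lower in all 3 would be found. The comparisons share the 3 DHT+FeCl3 libraries, which are too few to divide between them, so the excess includes whatever those libraries share by sampling. In 100 simulated data sets with no true change, the mean was 0.01 genes and the most was 1. Genes were drawn there independently and without selection, while the listed genes look selected on 1 of the comparisons. The simulated number is therefore no reference for the real count. The count of 965 became 81 without DHT+H2O replicate 1, 223 without DHT+FeCl3 replicate 1, 276 without DHT+H2O replicate 2, 321 without vehicle+FeCl3 replicate 2, 442 without vehicle+FeCl3 replicate 1 and 498 without DHT+FeCl3 replicate 3. After rescaling by median ratios, 503 genes were higher and 443 lower in all 3. As that scaling takes most genes as unchanged, which these listed genes are not, it cannot tell whether the excess of higher genes is real.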

We observed that 814 genes were differentially expressed in the calcific group compared with the other control noncalcific groups (Figure 2A). 

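Il6 (ENSRNOG00000010278) and Il1b, which encode inflammatory cytokines, and Cd68 (ENSRNOG00000037563), a macrophage gene, were higher in calcified skin than in vehicle+H2O skin. Il6 rose from 0.402 to 109 ± 89.1 normalized counts (SD, n = 3; log2 fold change 6.10, adjusted p = 0.00611 from limma), Il1b from 54.8 ± 26.2 to 571 ± 242 (3.38, adjusted p = 0.00441) and Cd68 from 417 ± 27.2 to 4154 ± 2615 (3.11, adjusted p = 0.00111). Ptprc (ENSRNOG00000000655), which encodes the leukocyte antigen CD45, had a log2 fold change of 2.09 (adjusted p = 0.00537). Against vehicle+FeCl3, Il6 did not pass (adjusted p = 0.165, 0.0114 without vehicle+FeCl3 replicate 3), nor did it against DHT+H2O (adjusted p = 0.0735, 0.0428 without DHT+H2O replicate 3). Il1b passed in both (log2 fold changes 2.47 and 2.67, adjusted p = 0.0291 and 0.0288), but not without the first or second control replicate, DHT+FeCl3 replicate 1 or DHT+FeCl3 replicate 3 (adjusted p between 0.0765 and 0.111). Against vehicle+FeCl3 the Il1b call also ended with only the groups compared in the fit (0.0622) and under edgeR (0.0688, or 0.0716 with TMM). Gene lists fixed in advance were then read. Of 19 TNF and NF-kB target genes measured, 18 were higher than in vehicle+H2O skin and 0 lower, 5 were higher than in vehicle+FeCl3 skin (2 adjusted over the list alone) and 8 higher than in DHT+H2O skin (9 adjusted over the list alone). Of 29 leukocyte activation genes, 29, 20 (24 adjusted over the list alone) and 27 (29 adjusted over the list alone) were higher in these 3 comparisons and 0 lower. All 21 interferon response genes measured were higher than in vehicle+H2O skin, and all 12 skeletal muscle genes were lower. As 4477 of the 4686 listed genes passed against vehicle+H2O skin, list counts there say little beyond the direction. A camera test with a preset correlation of 0.01 between genes gave adjusted p = 0.00217, 0.0211 and 0.00178 for the TNF list (0.383, 0.536 and 0.447 with an estimated correlation) and 4.9e-07, 2.58e-05 and 3.05e-10 for the leukocyte list (0.381, 0.499 and 0.432). The TNF list no longer passed against vehicle+FeCl3 without vehicle+FeCl3 replicate 1 (adjusted p = 0.0604), without its replicate 2 (0.113) or without DHT+FeCl3 replicate 3 (0.0637).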

Gene ontology analysis demonstrated differential expression of genes related to inflammation including IL-17 pathway and other inflammatory signaling pathways implicated in rheumatoid arthritis and TNF signaling pathways (Figure 2B). 

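S100a9 (ENSRNOG00000011483) and S100a8 (ENSRNOG00000011557), which encode the subunits of the antimicrobial protein calprotectin, Lcn2 (ENSRNOG00000013973), an iron-binding defense protein, and Csf3 (ENSRNOG00000008525) are IL-17 target genes. S100a9 had 9445 ± 6353 normalized counts in calcified skin (SD, n = 3), against 84.6 ± 66.9 in vehicle+H2O, 243 ± 55.8 in vehicle+FeCl3 and 874 ± 1036 in DHT+H2O skin. The log2 fold changes are 6.71, 4.95 and 3.79 (standard error 0.86; adjusted p = 0.000866, 0.00575 and 0.0152 from limma). Lcn2 had log2 fold changes of 5.81, 5.15 and 5.72 (adjusted p = 0.00119, 0.00575 and 0.00834), S100a8 of 3.95, 4.58 and 3.65 (adjusted p = 0.00521, 0.00847 and 0.0216) and Csf3 of 5.33, 4.53 and 3.79 (adjusted p = 0.00585, 0.0232 and 0.0481). Against vehicle+H2O skin 4477 of the 4686 listed genes passed, so list counts there say little beyond the direction. Of the 24 IL-17 target genes measured, 24 were higher than in vehicle+H2O skin, 16 (19 adjusted over the list alone) higher than in vehicle+FeCl3 skin and 11 (12 adjusted over the list alone) higher than in DHT+H2O skin, and 0 were lower. Their median log2 fold changes, 5.50, 4.34 and 3.40, were the largest of the lists fixed in advance in each comparison, ahead of neutrophil genes (4.85, 3.30 and 3.03). By the camera test the list gave adjusted p = 0.000132, 3.07e-05 and 0.00012 (0.381, 0.499 and 0.44 with an estimated correlation). Of 15 neutrophil genes, 14, 14 and 12 (13 adjusted over the list alone) were higher, and the myeloperoxidase gene Mpo was lower than in vehicle+H2O skin. The calls against DHT+H2O for S100a9, S100a8 and Csf3 ended without DHT+H2O replicate 1 (adjusted p = 0.0692, 0.0859 and 0.148), its replicate 2 (0.0587, 0.0774 and 0.14) or DHT+FeCl3 replicate 1 (0.0537, 0.0723 and 0.157), and for Csf3 also without DHT+FeCl3 replicate 2 (0.0923), with a pseudocount of 0.5 (0.0618) and with the replicate number as a block (0.0737). They also ended when only the 2 groups compared were fitted (0.0546, 0.0689 and 0.059). Against vehicle+FeCl3, Csf3 did not pass without vehicle+FeCl3 replicate 1 (0.0831) or 2 (0.0839) or DHT+FeCl3 replicate 1 (0.0821), or with only the groups compared in the fit (0.0512).

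**Figure D1:**
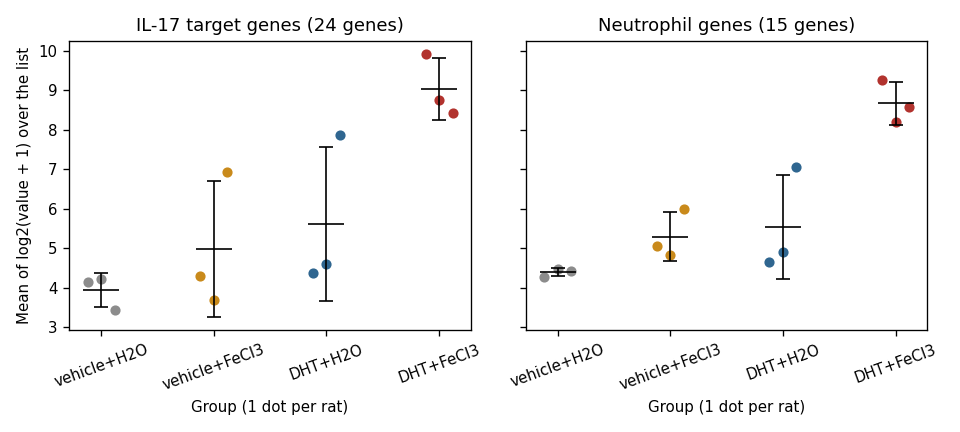
Mean log2(value + 1) over the IL-17 target genes (left) and the neutrophil genes (right) for each rat (dots) in the 4 groups, with the group mean and SD (black). For the IL-17 target genes the DHT+FeCl3 rats lie between 8.42 and 9.93, DHT+H2O replicate 3 at 7.86 and vehicle+FeCl3 replicate 3 at 6.94, and the other control rats between 3.43 and 4.61.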

The genes related to the IL-17 pathway were the most extensively expressed (Figure 2C). IL-17 is known to be a master regulator controlling diverse aspects of immune regulation including induction of cytokines and transcription factors, and IL-17 activity has been found to be dysregulated in various autoimmune diseases of the skin (37). We observed that various chemokines known to be downstream of IL-17 were extensively upregulated in calcific tissues (Figure 2C). 

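Cxcl1, Cxcl2, Cxcl3 and Cxcl6 encode chemokines that draw neutrophils, and Ccl2, Ccl7, Ccl12 and Ccl20 chemokines that draw monocytes or lymphocytes. Cxcl6 (ENSRNOG00000002843) rose from 3.82 ± 1.38 normalized counts in vehicle+H2O skin to 2155 ± 1964 in calcified skin (SD, n = 3; log2 fold change 8.23, standard error 1.88, adjusted p = 0.00445 from limma). Cxcl3 (ENSRNOG00000028043) rose by a log2 fold change of 8.04 (adjusted p = 0.00288), Cxcl2 by 7.61 (adjusted p = 0.00566) and Cxcl1 by 6.01 (adjusted p = 0.00641). Ccl12 (6.53, adjusted p = 0.00931), Ccl7 (5.66, adjusted p = 0.00884), Ccl2 (4.87, adjusted p = 0.0103) and Ccl20 (3.41, adjusted p = 0.0137) also rose. Against vehicle+FeCl3 skin, Cxcl6 (7.58, adjusted p = 0.0142), Cxcl3 (5.98, 0.0184), Cxcl2 (5.28, 0.0425), Cxcl1 (4.32, 0.0422) and Ccl20 (3.79, 0.0206) passed, and Ccl2 (2.47, 0.161), Ccl7 (2.66, 0.171) and Ccl12 (4.36, 0.074) did not. Without vehicle+FeCl3 replicate 3, Ccl2, Ccl7 and Ccl12 passed as well (adjusted p = 0.0294, 0.0331 and 0.0129). Against DHT+H2O skin, Cxcl3 (6.61, 0.019), Cxcl2 (6.46, 0.0287), Cxcl6 (6.39, 0.031) and Cxcl1 (4.97, 0.0347) passed, and Ccl2 (3.12, 0.102), Ccl7 (2.78, 0.173), Ccl12 (3.96, 0.11) and Ccl20 (1.86, 0.177) did not. Without DHT+H2O replicate 3, Ccl2 and Ccl12 passed (adjusted p = 0.0328 and 0.0289). Calls also ended under count models of the recovered reads. Against vehicle+FeCl3 these were Cxcl1 (adjusted p = 0.168 with edgeR, 0.147 with DESeq2), Cxcl2 (0.135 and 0.222) and Cxcl3 (0.111 with DESeq2). Against DHT+H2O they were Cxcl1 (0.0857 with edgeR), Cxcl6 (0.114 with edgeR, 0.0973 with DESeq2) and Cxcl3 (0.1005 with DESeq2). With only the 2 groups compared in the fit, Cxcl1 (0.0722), Cxcl2 (0.0951) and Ccl20 (0.0571) ended against vehicle+FeCl3, and Cxcl1 (0.0541) and Cxcl6 (0.08) against DHT+H2O. Of the 24 chemokine genes measured, 23 were higher and 1 lower than in vehicle+H2O skin, a comparison in which nearly every listed gene passed. There were 13 higher than in vehicle+FeCl3 skin (13 adjusted over the list alone) and 11 higher than in DHT+H2O skin (11 adjusted over the list alone). The calls of the 4 Cxcl genes in the last 2 comparisons each ended when certain single libraries were left out: the first or second control replicate or DHT+FeCl3 replicate 1 for every gene, DHT+FeCl3 replicate 3 for Cxcl1 and Cxcl2, and DHT+FeCl3 replicate 2 for Cxcl1 and, against DHT+H2O, Cxcl6 (adjusted p between 0.0507 and 0.161). Ccl20 against vehicle+FeCl3 ended without vehicle+FeCl3 replicate 2 (0.0784) or DHT+FeCl3 replicate 1 (0.0733). From the pathway analysis and the chemokines the paper concludes that inflammatory gene expression rises in skin that calcifies. From its staining of leukocytes over time it concludes that inflammatory cells arrive before the mineral.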

To confirm the presence of inflammatory cell recruitment in calcific tissues, we performed immunostaining and observed the presence of abundant CD45^+^ (hematopoietic cell marker) and CD68^+^ macrophages in calcified skin tissue compared with the other control groups (Figure 2D) and confirmed the presence of macrophages with the more specific macrophage marker CD64 (Figure 2E). To determine the temporal changes in recruitment of inflammatory cells following administration of DHT orally and FeCl_3_ subcutaneously, we harvested the skin tissue at 30, 48, 72, and 96 hours (time counted from DHT administration) and performed immunostaining for CD45^+^ and histological staining with von Kossa to detect calcium. We observed abundant accumulation of CD45-expressing inflammatory cells at 30 and 48 hours before the onset of observable calcium deposition (Figure 2F). These observations demonstrate that inflammatory cell recruitment precedes the onset of calcification by 24–48 hours (Figure 2G).

### Single-cell transcriptomics demonstrates distinct transcriptomic inflammatory signatures associated with ectopic calcification.

Our data demonstrate the accumulation of inflammatory cells prior to the onset of calcification (detected by histological methods) and the upregulation of inflammatory gene expression pathways. To obtain greater insight into the cellular transcriptome associated with such rapid and extensive tissue calcification, we performed single-cell transcriptomics. After DHT and FeCl_3_ administration, as described earlier, we harvested the skin at 3 days after FeCl_3_ injection, digested the skin tissue to isolate the cell population, and subjected the cells to single-cell RNA-Seq. 

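Skin cells were sequenced as 1 library per condition, vehicle+H2O and DHT+FeCl3, while the legend of Figure 3 gives 3 animals per group. The control library's treatment label reads vehicle+FeCl3, but its title, its source name and Figure 3 give vehicle+H2O, which was used here. The labels name the 3' kit v3.1 and the paper v2. The authors counted UMIs (unique molecular identifiers) with Cell Ranger 7.1.0, and the deposited UMI counts were used here. Of 4740 and 4888 barcodes (vehicle+H2O and DHT+FeCl3), 2724 and 3746 were kept, with at least 200 genes, a mitochondrial share under 20% and no doublet call. Kept cells had medians of 4723.5 and 9003 UMIs, and levels are given as CPM, the UMIs of a gene over all UMIs of a class, scaled as in the usual count unit of that name. Scrublet called 5 and 2 doublets (0.18% and 0.05%), so doublet removal has not worked here, and the authors' scDblFinder and batch correction were not run. Leiden clustering gave 33 clusters, named by marker genes fixed in advance, so a class is written as macrophage-like and so on. With 1 library per condition no difference between conditions could be tested. Intervals are exact 95% intervals of counting error only, and a level was called higher only when the ratio was at least 2 and the intervals did not overlap.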

Controls included animals that were injected with water and thus had noncalcified skin.

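Fibroblast-like cells numbered 320 of 2724 in the vehicle+H2O library and 488 of 3746 in the DHT+FeCl3 library, keratinocyte-like cells 478 and 350, and endothelial-like cells 670 and 338. Lymphatic endothelial-like cells numbered 168 and 43, macrophage-like cells 111 and 956, dendritic-like cells 132 and 234, T cell-like cells 86 and 128, neutrophil-like cells 4 and 96, NK cell-like cells 5 and 75, and B cell-like cells 2 and 52. Unnamed clusters held 8.55% and 19.1% of the cells. The largest of these, cluster 14 (15 and 500 cells), had all 8 neutrophil markers but a median UMI count of 0.298 of its library's median, and a depth limit set after the data were seen kept it out of the neutrophil-like class. Cluster 24 held 0 and 53 cells, and a cluster from a single library cannot be told from a feature of that library.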

Uniform manifold approximation and projection (UMAP) analysis demonstrated the typical cell population in murine skin, including keratinocytes, fibroblasts, endothelial cells, lymphatics, and inflammatory cells including macrophages, T cells, B cells, dendritic cells, and neutrophils (Figure 3A and Supplemental Figure 2). Distribution of the control and experimental phenotypes across these cell clusters showed robust increase in inflammatory cell types including neutrophils, macrophages, dendritic cells, and B, T, and NK cells (Figure 3, B and C). 

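Macrophage-like cells made up 4.08% (3.36% to 4.89%) of the vehicle+H2O library and 25.5% (24.1% to 26.9%) of the DHT+FeCl3 library, a ratio of 6.26 (5.14 to 7.69). Neutrophil-like cells made up 0.147% (0.04% to 0.376%) and 2.56% (2.08% to 3.12%), a ratio of 17.5 (6.60 to 65.4). With cluster 14 counted as neutrophil-like, their share in the DHT+FeCl3 library was 15.9%, against 0.698% in the vehicle+H2O library. NK cell-like cells (ratio 10.9, 4.47 to 34.6) and B cell-like cells (ratio 18.9, 4.98 to 160) had higher shares by the rule as well, though at a Leiden resolution of 0.5 the NK cell-like ratio was 1.55. Dendritic-like cells made up 4.85% and 6.25% (ratio 1.29, 1.04 to 1.61) and T cell-like cells 3.16% and 3.42% (ratio 1.08, 0.817 to 1.44), so neither reached a ratio of 2. The dendritic-like ratio was 33.4 with at least 500 genes per barcode and 5.37 with a mitochondrial share under 10%, and the T cell-like ratio 2.03 at a Leiden resolution of 0.5. Under these 2 barcode limits the vehicle+H2O library held 3 and 23 dendritic-like cells, against 132 in the main setting. The DHT+FeCl3 library held 148 and 191, against 234. The dendritic-like ratio of 1.29 therefore depends on the barcode limits. Endothelial-like (ratio 0.367), lymphatic endothelial-like (0.186), skeletal muscle-like (0.222) and mast cell-like (0.205) cells had lower shares. The skeletal muscle-like ratio was 0.008 at a Leiden resolution of 2 and 0.377 with at least 500 genes per barcode, and the mast cell-like ratio 0.102 with at least 500 genes. The B cell-like ratio was 33.2 with at least 500 genes and 29.7 with a mitochondrial share under 10%. Shares depend on each other and on which cells survive digestion, and other rats would vary by more than these intervals.

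**Figure D2:**
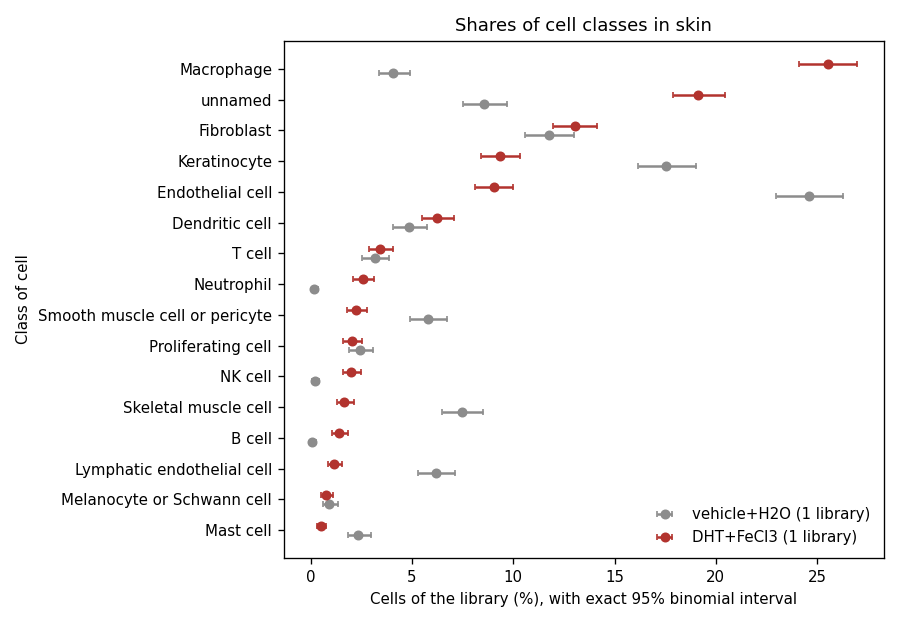
Share of kept cells in each class (horizontal axis, %) in the vehicle+H2O library (grey) and the DHT+FeCl3 library (red), with exact 95% binomial intervals as bars and 1 library per condition. Macrophage-like cells moved from 4.08% to 25.5% and endothelial-like cells from 24.6% to 9.02%.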

Fibroblasts and mesenchymal cells with osteogenic gene expression signatures have been thought to contribute to ectopic calcification (38–40), but we did not find any considerable differences in the fraction of fibroblasts/stromal cells between calcific and noncalcific skin, thus suggesting a more dystrophic form of ectopic calcification in this model.

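Fibroblast-like cells made up 11.7% (10.6% to 13.0%) of all cells in the vehicle+H2O library and 13.0% (12.0% to 14.1%) in the DHT+FeCl3 library, a ratio of 1.11 (0.961 to 1.28). Of the cells outside the named immune classes, they made up 13.8% and 22.3%, a ratio of 1.62 (1.40 to 1.87), but these cells include cluster 14, which carries neutrophil markers. That ratio was 2.08 (1.81 to 2.41) with cluster 14 counted as neutrophil-like, 2.08 with no doublet removal and 2.18 at a Leiden resolution of 0.5, higher by the rule used here. Their clusters differed between the libraries: cluster 0 held 253 vehicle+H2O and 109 DHT+FeCl3 cells, and cluster 25 held 13 and 377. From an unchanged fraction of fibroblasts and stromal cells, the paper proposes that calcification in this model is dystrophic. It also rests this on the speed of calcification and on finding no rise of osteogenic genes and no fall of MGP.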

Gene expression of osteogenic transcription factors such as Runx2 or Sox9 was not differentially expressed in calcific versus noncalcific skin (Supplemental Figure 3, A and B), and immunostaining confirmed the absence of Runx2 or Sox9 in calcific skin (Supplemental Figure 3C). Anti-calcific factors such as MGP also did not exhibit differential expression on immunostaining (Supplemental Figure 3D).

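The neutrophil genes S100a9 and S100a8, the inducible nitric oxide synthase gene Nos2 and the protease gene Ctsk had the largest ratios in macrophage-like cells of DHT+FeCl3 skin over those of vehicle+H2O skin. S100a9 had 2111 CPM (95% interval 2088 to 2135) against 6.92 (2.54 to 15.1), and Nos2 had 385 (375 to 395) against 1.15 (0.03 to 6.43). Ctsk, a gene of osteoclasts and macrophages, had 355 against 3.46. Summed over gene lists fixed in advance, the Neutrophil list was higher in DHT+FeCl3 skin (183.4 CPM in vehicle+H2O, 4670.3 in DHT+FeCl3), while IL-17 target genes had 19993.4 and 16193.3 and TNF and NF-kB targets 23557.7 and 18653.5, ratios under 2. Such sums weigh abundant genes most and can hide a rise of single members. The Vitamin D targets list (2372.7 and 11523.8) and the Osteogenic program list (1596.4 and 10499.5) were higher. With at least 500 genes per barcode, S100a9 was no longer among the 10 genes with the largest ratios, and Ctsk and Nos2 still were. Free RNA reaches every droplet: S100a9 stood at 94.7 CPM in endothelial-like and 154 in fibroblast-like cells of the DHT+FeCl3 library.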

We next examined the gene expression of inflammatory cells between calcific and noncalcific skin and observed that the Il-17 signaling pathway was the most robustly differentially upregulated pathway (Figure 3D). 

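In macrophage-like cells, Il1b, which encodes a fever cytokine, had 1362 CPM (95% interval 1343 to 1381) in the DHT+FeCl3 library and 329 (292 to 369) in the vehicle+H2O library. The chemokine gene Ccl12 had 273 (265 to 282) against 9.23 (3.98 to 18.2), Ptgs2, which encodes a prostaglandin synthase, 373 (363 to 383) against 26.5 (16.8 to 39.8), and S100a8 1385 against 6.92. Cxcl3 had 755 (741 to 769) against 518 (471 to 568), a ratio under 2. Within the class, cluster 23 (398 DHT+FeCl3 cells) had 6149 CPM of S100a9 and cluster 22 (119 cells) 37.6, so the class average follows its make-up. Cxcl3 and Il1b were highest in the unnamed cluster 14, which carries neutrophil markers, at 18814 and 8202 CPM in the DHT+FeCl3 library and 8281 and 8189 in the 15 vehicle+H2O cells.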

Genes belonging to the IL-17 pathway such as CxCl3 and IL1b were robustly upregulated in inflammatory cells of calcific versus noncalcific skin (Figure 3E). The IL-17 pathway regulates the formation of Th17 cells, and examination of gene expression pathways differentially expressed in T cells demonstrated the Th17 pathway to be specifically upregulated in T cells; pathways related to T cell receptor expression and activation were upregulated as well (Figure 3F). 

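In T cell-like cells, the 23 measured genes of the Th17 differentiation list summed to 1744.3 CPM (95% interval 1598.8 to 1899.4) in the vehicle+H2O library and 2998.6 (2870.3 to 3131.2) in the DHT+FeCl3 library, and 25 genes of the T cell receptor and T cell identity list to 5035.0 and 6279.1. Both ratios are under 2. Il17a, the cytokine gene that defines Th17 cells, had 66.0 (40.3 to 102) and 485 (434 to 540) CPM, and Il17f 3.30 (0.08 to 18.4) and 238 (203 to 278). Cells with an Il17a UMI numbered 6 of 86 and 9 of 128, with median depths of 2816.5 and 3993.5 UMIs, so the rise lies in UMIs per cell. At a Leiden resolution of 0.5 these cells joined the NK cell-like class, and Il17a and Il17f were then at 0 in T cell-like cells. Markers of other cell types move with the class: the neutrophil genes S100a9 (3.30 and 6067 CPM) and S100a8 (13.2 and 3256) had its largest ratios, and the keratin gene Krt15 (676 and 5.84) and the muscle gene Acta1 (320 and 5.84) fell. Neither free RNA nor doublets were removed effectively, so levels in these cells can include RNA of other cells.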

Genes related to the Th17 pathway in T cells were robustly upregulated, including transcriptional regulators such as Stat3, Irf4, and Rela, as well as Th17-associated markers like IL21r and Hif1a (Figure 3G).

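Irf4, a transcription factor of activated lymphocytes, had 57.0 CPM (95% interval 40.5 to 77.9) in T cell-like cells of the DHT+FeCl3 library and 13.2 (3.59 to 33.8) in those of the vehicle+H2O library, the latter from 4 UMIs. Stat3 (219 and 122), Hif1a (191 and 109), Cd3e (1260 and 706) and Cd247 (499.5 and 336) had larger values in the DHT+FeCl3 library with ratios under 2, so none is called higher. Rela (80.3 and 42.9), Il21r (99.3 and 46.2) and Traf6 (33.6 and 6.59) had overlapping intervals, the last from 2 UMIs in the vehicle+H2O library. With 86 and 128 cells, differences of this size in genes with under 100 UMIs were at the limit of what these libraries can show.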

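Alpl, which encodes TNAP, had 852 UMIs in the DHT+FeCl3 library, and 444 of them (52.1%, exact 95% interval 48.7% to 55.5%) were in the 96 neutrophil-like cells. Of these cells, 73 had an Alpl UMI, and the class had 504 CPM (458 to 553). A further 252 Alpl UMIs (29.6%, 26.5% to 32.8%) were in the 500 cells of cluster 14, which carries neutrophil markers at low depth (165 CPM). Keratinocyte-like cells held 51 (5.99%), fibroblast-like cells 29 (3.40%), endothelial-like cells 27 (3.17%) and macrophage-like cells 21 (2.46%). In the vehicle+H2O library, 75 of 151 Alpl UMIs (49.7%, 41.4% to 57.9%) were in endothelial-like cells and 48 (31.8%) in fibroblast-like cells, while the 4 neutrophil-like cells held 4.

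**Figure D3:**
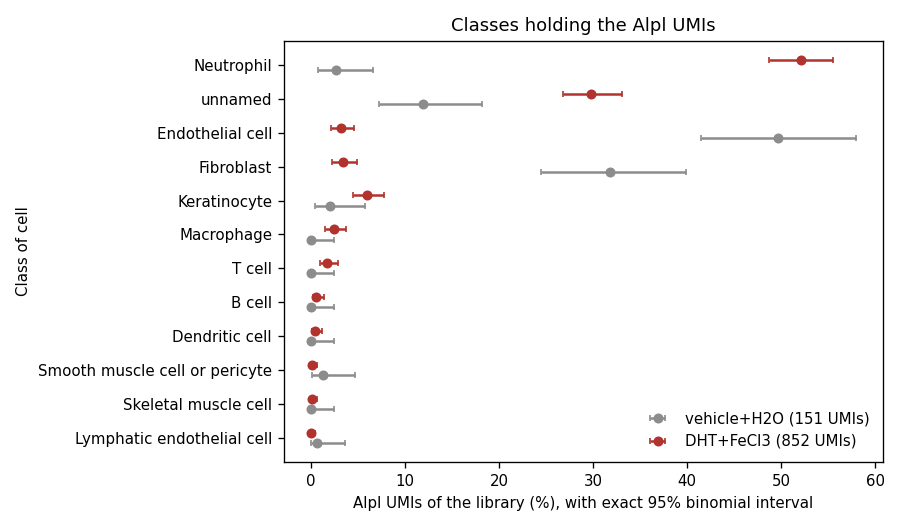
Share of the Alpl UMIs of each library (horizontal axis, %) held by each class of cell, with exact 95% binomial intervals as bars, for the vehicle+H2O library (grey, 151 UMIs) and the DHT+FeCl3 library (red, 852 UMIs). Neutrophil-like cells and the unnamed clusters hold most of the UMIs in the DHT+FeCl3 library, endothelial-like and fibroblast-like cells most of those in the vehicle+H2O library.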

As tissue alkaline phosphatase is thought to play a critical role in ectopic calcification (41), we next examined the cell population in the calcific tissue that expressed tissue-nonspecific alkaline phosphatase (TNAP) and observed that TNAP was predominantly if not exclusively expressed by neutrophils in the calcific region (Figure 3H). Taken together, these findings suggest a robust inflammatory transcriptomic response and TNAP expression in neutrophils in the calcified region.

### Injection of other agents that induce sterile inflammation also leads to ectopic calcification.

We next investigated whether the presence of cutaneous inflammation was sufficient to induce ectopic calcification following administration of DHT. We thus injected a group of animals with either lipopolysaccharide (LPS) or zymosan, two chemicals that have been extensively used to induce sterile inflammation (Figure 4A). We observed that subcutaneous injection of either LPS or zymosan induced ectopic cutaneous calcification and the gross appearance and histologic distribution were comparable to those induced by FeCl_3_. (Figure 4, B and C). In the absence of prior oral DHT, LPS or zymosan injections did not cause ectopic calcification, demonstrating the critical necessity of hypercalcemia and hyperphosphatemia (Figure 4B). Abundant numbers of inflammatory cells were observed in the affected skin tissue of animals injected with zymosan or LPS, and the degree of inflammation was similar across the FeCl_3_, zymosan, and LPS groups (Figure 4, D and E). We next performed bulk tissue transcriptomics and examined pathways differentially expressed in the DHT+LPS (calcific) versus LPS-alone groups. 

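Skin RNA came from 3 rats given vehicle+LPS and 3 given DHT+LPS, the group with calcified skin, while the legend of Figure 4F gives 5 animals for DHT+LPS. LPS is a bacterial lipopolysaccharide injected under the skin in place of FeCl3. The source name label of these libraries reads DHT + FeCl3, but their titles, treatment labels and Figure 4 give vehicle+LPS and DHT+LPS, which were used here. The deposited normalized counts cover 22108 genes, given by symbol, and the 18976 with a mean of at least 1 were compared with limma on log2(value + 1). The libraries held 22673702 to 29218943 (vehicle+LPS) and 23567871 to 32393075 (DHT+LPS) counted reads. An exact permutation test of 3 rats against 3 cannot give a p under 0.1.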

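Il6 and Tnf, which encode inflammatory cytokines, and Nos2 were higher in skin calcified with DHT+LPS than in skin given LPS alone. Il6 rose from 11.7 ± 2.14 to 181 ± 27.2 normalized counts (SD, n = 3 rats each; log2 fold change 3.85, standard error 0.26, adjusted p = 0.0019 from limma). Tnf rose from 117 ± 35.6 to 753 ± 278 (2.66, adjusted p = 0.00521), Nos2 from 360 to 11368 (5.00, adjusted p = 0.00268), and Hif1a by a log2 fold change of 1.35 (adjusted p = 0.0019). The T cell gene Cd3e fell from 198 to 76.5 (adjusted p = 0.0169), and Irf4 fell from 835 ± 283 to 113 ± 6.18 (adjusted p = 0.00284). Of 34 TNF and NF-kB target genes, 18 were higher (23 adjusted over the list alone) and 0 lower (2 adjusted over the list alone), and of 23 hypoxia and glycolysis genes 11 were higher (18 adjusted over the list alone) and 1 lower (1 adjusted over the list alone). Of 25 T cell genes, 1 was higher and 5 lower (1 and 8 adjusted over the list alone), and of 30 leukocyte activation genes 3 were higher and 2 lower. The camera test gave adjusted p = 6.62e-10 for the TNF list and 1.64e-08 for the hypoxia list (0.384 for both with an estimated correlation), and 0.134 for the leukocyte list, which passed without DHT+LPS replicate 1 (0.029), DHT+LPS replicate 3 (0.0418) or vehicle+LPS replicate 1 (0.00823). In all, 970 genes were higher and 1373 lower. This total of 2343 became 941 without DHT+LPS replicate 2, and 1042, 710 and 984 without vehicle+LPS replicate 1, 2 and 3. The Cd3e call ended without DHT+LPS replicate 2 (adjusted p = 0.0663), vehicle+LPS replicate 1 (0.0601) or vehicle+LPS replicate 2 (0.0712).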

We observed that pathways of inflammation including IL-17 and TNF-α signaling pathways were differentially expressed in tissue calcified with DHT+LPS (Figure 4F) and were similar to pathways differentially upregulated with DHT+FeCl_3_. 

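The IL-17 target genes S100a9, S100a8, Csf3, Mmp13 and Mmp3 were higher in DHT+LPS skin than in vehicle+LPS skin. S100a9 rose from 296 ± 128 to 5462 ± 1223 normalized counts (SD, n = 3; log2 fold change 4.26, adjusted p = 0.0019 from limma), and Csf3 from 7.86 ± 4.87 to 412 ± 127 (5.68, adjusted p = 0.0025). Mmp13 rose from 37.7 ± 6.79 to 1263 ± 450 (4.97, adjusted p = 0.0019), and S100a8 (2.94, adjusted p = 0.00244) and Mmp3 (3.52, adjusted p = 0.0104) also passed. Lcn2 did not pass (adjusted p = 0.727). RNA of the cytokines themselves was near the floor: Il17a had 0, 0 and 4 reads in the DHT+LPS rats and 0 in each vehicle+LPS rat. Il17f had 3, 5 and 1 reads against 0 in each vehicle+LPS rat and did not pass (adjusted p = 0.0629). Of 30 IL-17 target genes tested, 19 were higher (22 adjusted over the list alone), 0 lower (1 adjusted over the list alone) and 11 not past the threshold, with a median log2 fold change of 2.28. Of 27 neutrophil genes, 11 were higher (14 adjusted over the list alone), 0 lower (1 adjusted over the list alone) and 16 not past it, with a median of 1.29. Among the lists fixed in advance, the IL-17 target genes had the lowest camera p (adjusted p = 2.47e-12, 0.135 with an estimated correlation) and the largest median change.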

The IL-17 pathway was again the most dramatically upregulated in animals receiving DHT and LPS (Figure 4G). Calcific tissues of animals that received DHT+LPS demonstrated that similar chemokines were upregulated in comparison with calcific tissues of animals that received DHT+FeCl_3_ (Figure 4H). 

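Cxcl2 rose from 36.8 ± 4.05 normalized counts in vehicle+LPS skin to 1729 ± 1304 in DHT+LPS skin (SD, n = 3; log2 fold change 5.25, standard error 0.49, adjusted p = 0.00268 from limma). Cxcl1 rose from 122 ± 58.3 to 933 ± 235 (2.99, adjusted p = 0.00518), Cxcl3 from 86.8 ± 50.7 to 903 ± 587 (3.32, adjusted p = 0.0135) and Ccl2 from 1628 to 8568 (2.41, adjusted p = 0.0133). Ccl20 (2.92, adjusted p = 0.0254) and Ccl7 (1.67, adjusted p = 0.0142) rose as well, while Ccl12 (adjusted p = 0.0579, 0.0338 without DHT+LPS replicate 3, 0.0118 with the replicate number as a block and 0.000455 under DESeq2) and Cxcl10 (adjusted p = 0.554) did not pass. Of the 32 chemokine genes tested, 10 were higher and 1 lower (12 and 3 adjusted over the list alone), with a median log2 fold change of 0.55. The chemokine list gave a camera adjusted p of 0.039 (0.607 with an estimated correlation), which rose to 0.0932 without DHT+LPS replicate 3 and 0.0734 without vehicle+LPS replicate 2. Calls ended without vehicle+LPS replicate 2 for Cxcl3 (0.0589), Ccl2 (0.0561), Ccl7 (0.063) and Ccl20 (0.0754), without DHT+LPS replicate 2 for Ccl2 (0.0558), Ccl7 (0.0585) and Ccl20 (0.0528), without vehicle+LPS replicate 3 for Ccl2 (0.0517) and Ccl7 (0.0501), and without vehicle+LPS replicate 1 for Ccl20 (0.0717).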

To find common sets of genes that are upregulated in calcific skin tissue regardless of the nature of the inflammatory stimulus, we compared the differentially expressed genes in calcific tissues of animals that received DHT+LPS or DHT+FeCl_3_ versus their respective uncalcified-skin controls. 

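S100a9, S100a8, Csf3, Il6, Cxcl1, Cxcl2, Cxcl3, Mmp3 and Mgp were higher, and the muscle gene Ky was lower, in both DHT+FeCl3 skin against vehicle+H2O and DHT+LPS skin against vehicle+LPS. Figure 4I gives 4 animals for DHT+FeCl3 and 5 for DHT+LPS, while 3 libraries of each were used here. Of 4353 genes tested in both, 4165 changed in the first comparison and 799 in the second, and 773 changed in both. Of these, 323 were higher in both, 324 lower in both, and 126 went opposite ways, while independent comparisons would give 173.2 and 205.6 in the first 2 sets. As nearly every gene listed for the first experiment changes in its comparison, the overlap says little beyond the direction. The count of 773 became 359 without DHT+LPS replicate 2, and 432, 263 and 370 without vehicle+LPS replicate 1, 2 and 3. The paper compares these sets to find genes that change in calcific skin whatever the inflammatory stimulus.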

We observed that 689 genes were differentially expressed in both groups (Figure 4I), and Gene Ontology analysis demonstrated that IL-17 signaling and cytokine/chemokine pathways were commonly upregulated in both groups of animals (LPS and FeCl_3_) exhibiting ectopic skin calcification (Figure 4J).

### Administration of the drug clodronate that ablates macrophages prevents ectopic calcification.

We next investigated whether suppression of the immune response would attenuate ectopic calcification. The drug clodronate has been extensively used to ablate monocyte-derived macrophages. We administered clodronate intraperitoneally (i.p.) 72 hours before administration of DHT and administered a second dose on the day of DHT administration (Supplemental Figure 4A). FeCl_3_ was injected 24 hours later, and the animals were harvested at 4 days to determine the effects of clodronate on ectopic calcification (Supplemental Figure 4A). We observed that the skin of animals that received clodronate remained soft and viable and there were no calcific lesions on gross examination, in contrast to vehicle-injected controls, which exhibited robust calcification (Supplemental Figure 4B). Histological staining with von Kossa identified extensive calcific deposits in the DHT+FeCl_3_ group that received vehicle, but in the DHT+FeCl_3_ group that received clodronate, there was a complete absence of calcification (Supplemental Figure 4C). Immunostaining for CD45^+^ hematopoietic cells and CD68-expressing macrophages demonstrated an extensive reduction in the skin of animals that received clodronate (Supplemental Figure 4, D and E). To independently quantitate the effects of clodronate on macrophage ablation, we examined splenic macrophages by immunostaining for CD68 expression in the spleen and observed an extensive reduction in the numbers of splenic macrophages, confirming the known effect of clodronate in ablating macrophages (Supplemental Figure 4, F and G). We next examined the number of circulating CD11b^+^ cells (monocyte lineage) in circulating blood, and consistent with the known pro-apoptotic effects of clodronate on the monocyte/macrophage lineage, we observed a robust decrease in CD11b^+^ circulating monocyte counts (Supplemental Figure 4H). Examination of peripheral blood white blood cell and neutrophil counts did not demonstrate any significant differences in animals that received clodronate (Supplemental Table 2). As recent data suggest that clodronate could exert effects on neutrophil function (42), we performed immunostaining for myeloperoxidase (MPO; abundant in neutrophils) and observed a striking reduction in MPO staining in animals that received clodronate (Supplemental Figure 4, I and J). Serum biochemistry did not demonstrate any significant differences between vehicle- and clodronate-treated animals except a mild decrease in serum phosphate (Supplemental Table 3). Taken together, these observations suggest that clodronate decreases circulating monocytes and macrophages in tissue, exerts effects on neutrophils in tissue, and leads to complete rescue of ectopic calcification.

### Genetically modified rodents with deficiencies in B, T, and NK cell development do not develop ectopic calcification.

As clodronate is a bisphosphonate and could potentially exert independent inhibitory effects on mineralization, we adopted a genetic approach to determine the effects of the immune system on ectopic calcification. The SRG rat (Sprague-Dawley genetic background) is an inbred rat that is immunodeficient secondarily to knockout mutations in key immune development genes such as Rag2 and Il2Rγ; it demonstrates absence of T, B, and NK cells (43). We subjected the SRG rat to ectopic calcification of the skin by administering DHT orally and then injecting FeCl_3_ subcutaneously (Figure 5A). Wild-type (WT) Sprague-Dawley rats were used as controls and developed calcific plaques in the skin at the site of FeCl_3_ administration, but there was complete absence of hardening of the skin in SRG rats on gross examination (Figure 5B). Histological staining with von Kossa demonstrated a complete absence of calcification in the SRG rats compared with WT control animals (Figure 5C). Circulating white blood cells as well as neutrophils were markedly decreased in SRG rats compared with WT animals (Supplemental Figure 5, A and B). Immunostaining for hydroxyapatite and CD45^+^ and CD68^+^ cells demonstrated robust reduction in hematopoietic cells and macrophages with complete absence of hydroxyapatite deposition (Figure 5D). Immunostaining for neutrophils (MPO marker) or T cells (Cd3^+^) demonstrated robust reduction in skin of SRG rats consistent with the aberrant immune system in these animals (Supplemental Figure 5, C and D). We subjected the SRG and WT animals to CT scanning and observed extraskeletal subcutaneous calcification in WT rats but complete absence of ectopic calcification in the SRG animals (Figure 5E). Measurement of calcium content in the skin demonstrated dramatic reduction of calcium mineral in the SRG rats consistent with decreased hydroxyapatite formation (Figure 5F). Serum biochemistry did not show any significant differences between SRG and WT animals; mild depression of serum calcium was noted in SRG animals (Supplemental Table 4). TNAP activity is critical for bone formation and ectopic mineralization; TNAP is the enzyme that liberates free phosphate for hydroxyapatite formation and growth (41). We measured tissue alkaline phosphatase activity in the skin and observed that in lesions of ectopic calcification, following DHT+FeCl_3_ administration, there was dramatic increase in alkaline phosphatase activity, but this rise was completely blunted in the skin of SRG animals (Figure 5G). The alkaline phosphatase level was not markedly higher in the SRG animals treated with DHT and FeCl_3_ than in the SRG animals treated with water (Figure 5G). 

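Skin RNA came from libraries labelled as 4 SRG rats and 4 WT rats, all with DHT+FeCl3. Cyp24a1, a gene raised by vitamin D analogs, had 0 reads in the library labelled SRG replicate 1 and 194 to 2188 normalized counts in the other 7, so its value goes against the DHT label, and every direction given for SRG rats includes it. The paper reports no calcification in SRG rats, which does not settle the label. The deposited normalized counts cover 20842 genes, given by symbol, and the 18727 with a mean of at least 1 were compared with limma on log2(value + 1). The libraries held 21099235 to 28350498 (SRG) and 23991352 to 28149160 (WT) counted reads. Of the genes knocked out, Il2rg had 194, 116, 309 and 219 normalized counts in the SRG rats and 1010, 1315, 872 and 1337 in the WT rats. Rag2 had 0 reads in every SRG rat and 0, 3, 0 and 1 reads in the WT rats, too few to compare. A knockout can leave an altered transcript, so these levels alone do not show the loss of either protein. In SRG replicate 3 the most abundant gene was the muscle myosin gene Myh4.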

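Genes of T cells and NK cells were lower in SRG than in WT skin. Prf1, which encodes the pore protein of cytotoxic lymphocytes, fell from 144 ± 42.7 to 0.502 ± 0.58 normalized counts (SD, n = 4 rats each; log2 fold change -6.64, standard error 0.66, adjusted p = 0.0247 from limma). Cd3e, part of the T cell receptor complex, was 44.6 ± 24.7 in WT skin and 0 in every SRG rat (adjusted p = 0.0491), as was the T cell gene Cd27 (25.0 ± 7.12, adjusted p = 0.0349, at least 33.0-fold lower against a floor of 3 reads over the group). Nkg7 (log2 fold change -5.93, adjusted p = 0.0436) and Il2rg (-2.49, adjusted p = 0.0349) fell. Of 13 NK cell genes, 3 were lower (10 adjusted over the list alone) and 0 higher, and of 24 T cell genes 2 were lower (11 adjusted over the list alone) and 0 higher, with median log2 fold changes of -4.75 and -2.20. The camera test gave adjusted p = 8.41e-14 and 1.2e-09 for these lists (0.0961 and 0.137 with an estimated correlation). Of 19 Th17 differentiation genes, 0 passed by limma in either direction (2 lower adjusted over the list alone), the median was -0.24 and the camera adjusted p was 0.396, while by fry, a rotation test, the list was lower (adjusted p = 0.0445). Cd247 (-4.71, adjusted p = 0.108), Cd3d (-3.43, adjusted p = 0.285) and Cd3g (-1.56, adjusted p = 0.604) did not pass. In all, 1 gene was higher, Herc6, and 25 were lower, with 2126 genes at an unadjusted p under 0.05. Count models of the recovered reads gave 0 (edgeR) and 283 (DESeq2), so the calls of Prf1, Cd27, Nkg7, Il2rg and Herc6 ended under edgeR (adjusted p = 0.0616, 0.313, 0.313, 0.0616 and 0.0616), and Cd247 passed under DESeq2 (0.0353). With the replicate number as a block, Prf1 (0.0772), Cd3e (0.1302), Cd27 (0.1302), Nkg7 (0.0948) and Il2rg (0.0872) ended, as did Cd3e with a pseudocount of 5 (0.0998) and Nkg7 with a pseudocount of 0.5 (0.0645) or no filter (0.0587). Without the library labelled SRG replicate 1 the T cell receptor and T cell identity list and the NK and cytotoxic cell list still passed as lower by camera. The count of 26 became 0 without the library labelled SRG replicate 1, without SRG replicate 4 or any of WT replicates 1 to 4, and 129 without SRG replicate 2, so the calls of Prf1, Cd3e, Cd27, Nkg7, Il2rg and Herc6 rest on each of those 6 rats (adjusted p between 0.0553 and 0.225 without them), and those of Cd3e (0.0587) and Nkg7 (0.0541) on SRG replicate 3 as well.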

Next, we performed bulk transcriptomics and observed that SRG animals compared with WT animals exhibited downregulation of cytokines, T cell differentiation, and particularly Th17 cell differentiation, which is regulated by the IL-17 pathway (Figure 5H). In addition, several chemokine ligands and chemokine receptors, such as Ccl1 and Ccl24, were sharply downregulated in the SRG rats along with downregulation of chemokine receptors and TNF pathways (Figure 5H and Table 1).

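The chemokine gene Ccl1 was 11.7 ± 5.81 normalized counts in WT skin and 0 in every SRG rat (SD, n = 4; adjusted p = 0.106 from limma), at least 15.4-fold lower against a floor of 3 reads over the group. Ccl24 was 839 ± 579 in WT and 108 ± 26.0 in SRG skin (log2 fold change -2.70, standard error 0.50, adjusted p = 0.1045), and the receptor gene Ccr6 61.0 ± 22.0 and 1.93 ± 3.87 (-5.11, adjusted p = 0.0943). Klrd1, an NK cell receptor gene, and Tnfsf11, which encodes the cytokine RANKL, were 37.1 ± 23.7 and 18.5 ± 7.89 in WT skin and 0 in every SRG rat (adjusted p = 0.0768 and 0.0611, the latter 0.0483 without SRG replicate 2). None of these 5 genes passed in the main limma fit, Tnfsf11 passed with no filter on low values (adjusted p = 0.0483) and Ccr6 with a pseudocount of 5 (0.0431), and all 5 passed with DESeq2 on the recovered reads, a test chosen after the data were seen. Of 31 chemokine genes, 0 passed (5 lower adjusted over the list alone), with a median log2 fold change of -0.74 and a camera adjusted p of 0.00126 (0.335 with an estimated correlation). Of 20 chemokine receptor genes, 0 passed (1 lower adjusted over the list alone; camera adjusted p = 0.189), and of 34 TNF and NF-kB targets 0 passed (0 adjusted over the list alone), with a median of -0.26 and a camera adjusted p of 0.245. The SRG values include the library labelled SRG replicate 1, whose Cyp24a1 value goes against its DHT label. From SRG and Rag2-KO rats, neither of which calcified, the paper proposes a critical role for the immune system in ectopic calcification.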

To confirm the phenotype observed in the SRG rats, we used another genetically modified immunodeficient rodent model. We used Rag2-KO rats, which are deficient in T and B cells but, unlike the SRG rats, not deficient in NK cells (43). We used a similar strategy of oral DHT administration and subcutaneous FeCl_3_ injection (Supplemental Figure 6A). The WT animals demonstrated robust calcification, but the Rag2-KO rats did not exhibit any ectopic calcification (Supplemental Figure 6B). These observations are consistent with the observations made in the SRG rat and suggest a critical role of the immune system in mediating ectopic calcification.

### Cyclophosphamide or cyclosporine prevents ectopic calcification of the skin.

Single-cell transcriptomics data have demonstrated markedly increased numbers of inflammatory cells including T cells, B cells, dendritic cells, neutrophils, and macrophages in the ectopic calcific lesions compared with noncalcified skin. Immunomodulatory signaling pathways such as the IL-17 pathway that play pivotal roles in T cell activation and autoimmune diseases of the skin were consistently found to be upregulated in skin of animals that exhibited calcification versus noncalcified skin. Neutrophils are known to be recruited to the inflammatory region by IL-17–mediated signaling, and neutrophils were the principal cells that expressed TNAP, an enzyme whose activity is known to be critical for tissue mineralization. We next investigated whether the widely used alkylating chemotherapeutic agent cyclophosphamide, which induces profound leukopenia and immunosuppression, would prevent ectopic calcification in the rodent model of calciphylaxis. We administered the drug cyclophosphamide (150 mg/kg i.p.) 3 days before DHT administration (100 mg/kg i.p.) and on the day of DHT administration; a final dose of 50 mg/kg i.p. was administered 24 hours after FeCl_3_ injection; and animals were harvested at 3 days after subcutaneous FeCl_3_ administration (Figure 6A). Cyclophosphamide-injected animals were profoundly leukopenic, consistent with the known effect of cyclophosphamide in inducing leukopenia (Figure 6B). Gross anatomic inspection demonstrated the absence of calcific plaques in cyclophosphamide-injected animals compared with vehicle-injected controls (Figure 6C). Histological analysis with von Kossa staining demonstrated complete absence of calcific deposits in the cyclophosphamide-injected animals (Figure 6D), and immunofluorescent staining demonstrated striking reduction in inflammatory macrophages in the region of skin injected with FeCl_3_ (Figure 6E). Serum biochemistry did not demonstrate any significant differences between cyclophosphamide- and vehicle-treated animals (Supplemental Table 5). Immunostaining with MPO to identify neutrophils demonstrated marked reduction of neutrophils in the skin of animals that received cyclophosphamide (Figure 6F), and T cell counts were also greatly decreased in skin of animals that received cyclophosphamide (Figure 6G). Tissue and serum alkaline phosphatase activity was considerably decreased in the skin of animals that received cyclophosphamide (Figure 6, H and I). Gene expression analysis of skin of animals injected with cyclophosphamide versus vehicle-injected controls demonstrated suppression of leukocyte-related immunity and leukocyte activation in the cyclophosphamide-injected animals (Figure 6, J and K). 

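Skin RNA came from 4 rats given PBS and 5 given cyclophosphamide (CPA), all with DHT+FeCl3. CPA was given at 150 mg/kg, then 100 mg/kg and 50 mg/kg. The deposited normalized counts cover 24392 genes, and the 21911 with a mean of at least 1 were compared with limma on log2(value + 1). The libraries held 13636374 to 30810748 (PBS) and 14317726 to 31895655 (CPA) counted reads. PBS replicate 1 and CPA replicate 4 were the shallowest and had 26.5% and 31.2% of their normalized counts in 10 genes.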

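The 6 genes shown in Figure 6K fell in CPA-treated skin. Fcgr3a (ENSRNOG00000024382), an Fc receptor gene of NK cells and macrophages, fell from 438 ± 211 to 30.2 ± 26.8 normalized counts (SD, n = 4 PBS and 5 CPA rats; log2 fold change -4.03, standard error 0.62, adjusted p = 0.00264 from limma). The chemokine gene Ccl5 (ENSRNOG00000010906) fell from 33.6 ± 10.8 to 1.67 ± 1.85 (-3.95, adjusted p = 0.00355), and Cd300a (ENSRNOG00000057058), an inhibitory leukocyte receptor gene, from 300.1 ± 64.2 to 69.4 ± 31.1 (-2.21, adjusted p = 0.00489). Myo1f (-1.79, adjusted p = 0.00123), Itgam, which encodes CD11b (-1.66, adjusted p = 0.00131), and Il18rap (-1.67, adjusted p = 0.0077) fell as well. Ptprc fell from 5911 ± 1316 to 1396 ± 1003 (-2.28, adjusted p = 0.00399), and the cytotoxic cell gene Nkg7 from 32.5 ± 4.26 to 1.49 ± 1.71 (-4.03, adjusted p = 0.00255). Of 30 leukocyte activation genes, 26 were lower (28 adjusted over the list alone) and 1 higher (1 adjusted over the list alone), with a camera adjusted p of 9.74e-22 (0.00863 with an estimated correlation). The largest median shift of any list was that of hair follicle genes, of which all 30 were lower, with a median log2 fold change of -8.98 and adjusted p = 1.29e-51 (0.00995 with an estimated correlation). Of 12 NK cell genes, 6 were lower (11 adjusted over the list alone) and 0 higher, with adjusted p = 8.51e-08 (0.00863 with an estimated correlation). Of 26 macrophage genes 13 were lower and 3 higher, of 25 T cell genes 5 lower and 0 higher, and of 26 neutrophil genes 7 lower and 1 higher, and these lists did not pass with an estimated correlation (adjusted p = 0.124, 0.124 and 0.307). S100a9 (adjusted p = 0.368), Lcn2 (0.387) and Cd3e (-0.79, 0.366) did not pass, and of 30 IL-17 target genes 3 were lower and 0 higher. With the replicate number as a block, Ccl5 (0.0523) and Il18rap (0.0892) ended and S100a9 passed (0.0104). In all, 892 genes were higher and 1023 lower. This total of 1915 became 3199 without CPA replicate 4, and 1108 and 1066 without PBS replicate 2 and 4. From these rats and from rats given CPA only after deposits had formed, the paper proposes that immunosuppression can prevent calcification of the skin but not undo it.

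**Figure D4:**
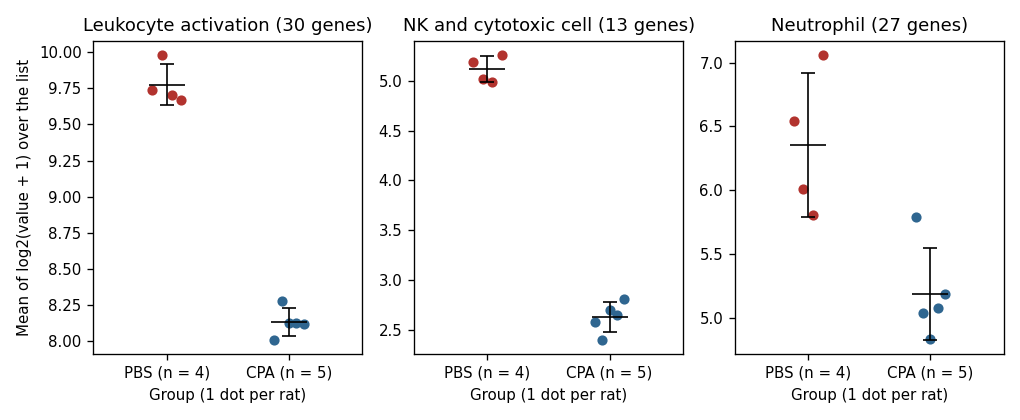
Mean log2(value + 1) over the leukocyte activation, NK cell and neutrophil gene lists for each rat (dots) given PBS (red, n = 4) or CPA (blue, n = 5) with DHT+FeCl3, with the group mean and SD (black) and a separate vertical scale for each list. Every CPA rat lies below every PBS rat for all 3 lists.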

We also investigated whether cyclophosphamide administered after the development of calcific deposits could reverse the calcific phenotype. For this purpose, we administered cyclophosphamide 48 hours after FeCl_3_ injection when deposition of calcium has already been initiated (Supplemental Figure 7A). In comparison with vehicle-injected controls, we did not observe reduction of calcific deposits by cyclophosphamide when administered after the onset of calcification, even though peripheral blood leukopenia was confirmed (Supplemental Figure 7, B and C). Taken together, these observations suggest that immunosuppression prevents but does not reverse ectopic cutaneous calcification.

To corroborate the role of immunosuppressives in treating ectopic calcification, we next tested the effects of the drug cyclosporine. Cyclosporine is a widely used immunosuppressive that inhibits the calcineurin pathway to inhibit T cell activation and is also known to inhibit the IL-17 pathway. We administered cyclosporine to the animals starting 7 days before DHT administration and continuing until 11 days (Supplemental Figure 8A). We observed that cyclosporine completely rescued the development of calcific plaques in the skin (Supplemental Figure 8B), and histological examination with von Kossa staining demonstrated complete absence of calcific deposits (Supplemental Figure 8C). Immunofluorescent staining demonstrated dramatically decreased inflammatory infiltrate (Supplemental Figure 8, D and E), and this was associated with decreased TNAP expression (Supplemental Figure 8F).

### IL-17 blockade with a monoclonal antibody dramatically attenuates ectopic calcification.

Transcriptomic analysis of tissues affected by calcification using a variety of inflammatory agents, including agents that lead to sterile inflammation, has demonstrated upregulation of IL-17 pathways. IL-17 has been implicated in a variety of autoimmune skin diseases, such as psoriasis and eczema. We next investigated whether specific targeting of IL-17 could rescue calcification in the rodent model of calciphylaxis.

We performed immunostaining for IL-17a and observed noticeable upregulation of IL-17a in calcific tissues, particularly surrounding the calcific edges of tissue (Figure 7A). To determine the specific role of IL-17 in mediating calcific deposits, we injected the animals with a monoclonal antibody targeting IL-17a (IL-17a mAb, Bio X Cell, BP0173). The mAb or control IgG was administered i.p. 24 hours before DHT administration followed by a repeat dose both i.p. and subcutaneously 24 hours after DHT administration (Figure 7B). Animals were given DHT and FeCl_3_ to induce calcification, and we observed that at harvest, skin of animals that received IL-17 in contrast to IgG did not show any evidence of calcific plaques on gross inspection (Figure 7C). Von Kossa staining demonstrated near-complete rescue of calcific deposits by IL-17mAb (Figure 7D). Serum biochemistry demonstrated noticeable decrease in blood urea nitrogen and creatinine in the IL-17–treated animals suggestive of physiological benefit to kidney function in this model (Supplemental Table 6). 

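Skin RNA came from 3 rats given control IgG and 3 given IL-17a mAb, all with DHT+FeCl3, with the antibody given at 4 mg/kg. The deposited normalized counts cover 17560 genes, and the 17082 with a mean of at least 1 were compared with limma on log2(value + 1). The libraries held 27285852 to 47345092 (IgG) and 70129616 to 74973118 (IL-17a mAb) counted reads, so depth goes with the group. IgG replicates 2 and 3 had 38.2% and 26.8% of their normalized counts in 10 genes, against 11.1% to 14.5% in the other 4 libraries.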

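Of the 13 genes shown in Figure 7F, all were lower in skin of rats given IL-17a mAb in the main fit. The replicate numbers pair by the rule set here, with weak correlations (0.119 to 0.155), and the labels do not say what same-numbered libraries share. With that number as a block, Cxcl1 (adjusted p = 0.0648), Cxcl6 (0.0643) and Mmp1 (0.0502) no longer passed. Defb4 (ENSRNOG00000013939), a defensin gene induced by IL-17, fell from 454 ± 156 to 1.96 ± 2.35 normalized counts (SD, n = 3 rats each; log2 fold change -7.54, standard error 0.66, adjusted p = 0.00704 from limma). Defb5 (ENSRNOG00000038126) was 291 ± 55.4 in IgG and 0 in every mAb rat (adjusted p = 0.000878). S100a9 fell from 71989 ± 36882 to 1366 ± 1901 (-6.72, adjusted p = 0.0182), S100a8 from 60804 ± 28323 to 1760 ± 1654 (-5.42, adjusted p = 0.0132), and Lcn2 from 13261 ± 2433 to 1175 ± 637 (-3.67, adjusted p = 0.015). The cytokine genes Il17a (34.5 ± 20.0 to 0.654, -4.25, adjusted p = 0.0161), Il17f (-4.89, adjusted p = 0.0134) and Il17c (-4.60, adjusted p = 0.0132) fell, as did Csf3 (-5.48, adjusted p = 0.0195), Cxcl6 (-5.46, adjusted p = 0.0431), Cxcl1 (-3.70, adjusted p = 0.0488), Mapk10 (-3.13, adjusted p = 0.0163) and Mmp1 (-3.08, adjusted p = 0.0379). Of 33 IL-17 target genes, 11 were lower (18 adjusted over the list alone), 0 higher and 22 not past the threshold, with a median log2 fold change of -2.44 and a camera adjusted p of 1.43e-10 (0.549 with an estimated correlation). Cxcl2 (adjusted p = 0.0891), Cxcl3 (0.0852), Il6 (0.414) and Ccl2 (0.935) did not pass, though Cxcl2 (0.00863) and Cxcl3 (0.000262) did under DESeq2 on the recovered reads. Cxcl1 also ended with no filter on low values (0.0505) and Mmp1 with a pseudocount of 5 (0.0849). Without IL-17a mAb replicate 1, only Defb4, Defb5 and Lcn2 of the 13 passed (adjusted p between 0.054 and 0.162 for the others), and without IgG replicate 1, Csf3, Il17c, S100a9, S100a8, Cxcl1, Cxcl6, Mmp1, Lcn2 and Mapk10 did not (0.0509 to 0.12). Csf3, Cxcl1, Cxcl6 and Mmp1 also ended without IL-17a mAb replicate 2 (0.0633, 0.0911, 0.063 and 0.111) or 3 (0.0561, 0.124, 0.11 and 0.0954), Cxcl1 and Cxcl6 without IgG replicate 3 (0.0583 and 0.0669), and Mmp1 without IgG replicate 2 (0.0511).

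**Figure D5:**
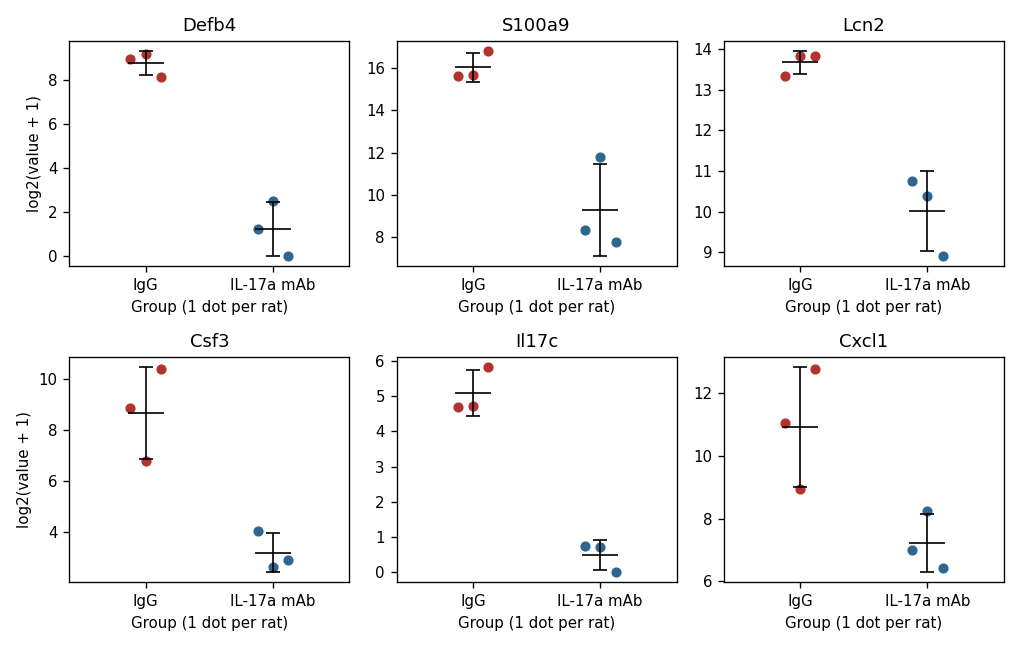
log2(value + 1) of Defb4, S100a9, Lcn2, Csf3, Il17c and Cxcl1 in each rat (dots) given IgG (red, n = 3) or IL-17a mAb (blue, n = 3) with DHT+FeCl3, with the group mean and SD (black) and a separate vertical scale for each gene. Every mAb rat lies below every IgG rat for each gene.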

We next performed bulk tissue transcriptomics and observed that gene expression of IL-17 pathways was considerably downregulated in animals that received IL-17mAb compared with control IgG (Figure 7E), and specific genes of the IL-17 pathway, including many chemokines and members of the IL-17 family, were considerably downregulated in the skin tissue of animals treated with IL-17mAb (Figure 7F), confirming effective inhibition of the pathway. Taken together, these observations suggest that pharmacological antagonism of the IL-17 pathway can prevent ectopic cutaneous calcification.

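In the same rats, Sprr2d (ENSRNOG00000009168) and Sprr2f, which encode proteins of the damaged epidermal barrier, had the largest falls with IL-17a mAb (log2 fold changes -9.26 and -9.03, adjusted p = 0.00704 and 0.00237 from limma, n = 3 each). Of 16 stress keratin and barrier alarm genes, 8 were lower (10 adjusted over the list alone) and 0 higher, and of 29 neutrophil genes 7 were lower (14 adjusted over the list alone) and 0 higher (1 adjusted over the list alone). The camera test gave adjusted p = 1.91e-07 and 3.16e-06 for these lists (0.549 for both with an estimated correlation). Of 25 T cell genes, 1 was higher and 0 lower, and Ptprc (0.72, adjusted p = 0.434) and Cd3e (adjusted p = 0.497) did not pass. Hair follicle genes moved the other way: of 29, 13 were higher (23 adjusted over the list alone) and 0 lower, with a median log2 fold change of 3.13 and a camera adjusted p of 1.43e-10 (0.605 with an estimated correlation, 0.103 by fry). In all, 723 genes were higher and 835 lower. This total of 1558 became 25, 311 and 285 without IL-17a mAb replicate 1, 2 and 3, and 45 without IgG replicate 1. From the lower expression of IL-17 genes in rats with few calcific deposits left on staining, the paper proposes that blocking the pathway can prevent calcification.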

### Administration of MPO inhibitor to blunt neutrophil-mediated inflammation also rescues calcification.

There is increasing evidence to suggest that neutrophils in inflamed tissue can be a source of IL-17 (44).We performed immunostaining of calcified tissue and observed that neutrophils identified by MPO expression also expressed IL-17a (Supplemental Figure 9A). As drugs such as cyclophosphamide that cause leukopenia prevented calcification, we next investigated whether administration of an MPO inhibitor to blunt neutrophil-mediated response could also attenuate ectopic cutaneous calcification.

For this purpose, we administered the MPO inhibitor 4-aminobenzohydrazide 24 hours before the administration of oral DHT and continued it daily until the animals were sacrificed (Supplemental Figure 9B). DHT and FeCl_3_ were administered to induce calcification (Supplemental Figure 9B). We observed that at harvest, on gross inspection, the skin of animals that received the MPO inhibitor did not show any evidence of calcified plaques (Supplemental Figure 9C), and von Kossa staining demonstrated marked attenuation of ectopic calcification (Supplemental Figure 9D). Serum biochemistry did not show any significant differences between the MPO inhibitor– and vehicle-treated animals (Supplemental Table 7). Taken together, these observations suggest that antagonism of the IL-17/neutrophil activation axis rescues ectopic calcification in calciphylaxis.

## Discussion

Rodent models of calciphylaxis were described more than five decades ago where animals injected with a vitamin D analog to induce hypercalcemia and hyperphosphatemia developed rapid ectopic calcification of skin at the site of injection of an irritant stimulus (31, 33). This model shares commonalities with the disease phenotype of human calciphylaxis with similar risk factors, such as vitamin D and presence of hypercalcemia or hyperphosphatemia, that are known to trigger calciphylaxis in humans and the deposition of calcium around adipose tissue that is characteristically seen in human calciphylaxis. However, rodent models of calciphylaxis also harbor differences from human calciphylaxis. Arterial thrombosis is thought to be a key event in human calciphylaxis, but in the rodent model perivascular and endothelial calcification was predominant rather than thrombosis. Despite these differences, the phenotype of extravascular ectopic calcification as observed in human calciphylaxis was robustly observed in our model and enables the molecular investigation of potential therapies.

Ectopic calcification is thought to be an active process, cell mediated and analogous to bone formation rather than a passive precipitation of calcium and phosphate to form calcium hydroxyapatite (21). The rapidity of calcification seen in our model would argue against the generation or differentiation of mesenchymal or stromal cells into osteogenic cells, and gene expression of calcific tissue did not show any upregulation of an osteogenic gene expression program or decreased expression of anti-calcific genes such as matrix Gla protein (*MGP*). In contrast, the model of rapid ectopic calcification in this model is consistent with dystrophic calcification, a term used to describe rapid crystallization of calcium salts in tissue particularly after cell death or injury (45).

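In the bulk skin data, Mgp (ENSRNOG00000005695), which encodes a protein that inhibits mineralization, was 8336 ± 3975 normalized counts in DHT+FeCl3 skin and 1032 ± 371 in vehicle+H2O skin (SD, n = 3; log2 fold change 2.96, standard error 0.69, adjusted p = 0.00479 from limma). Against vehicle+FeCl3 the log2 fold change was 2.13 (adjusted p = 0.0329) and against DHT+H2O 1.73 (adjusted p = 0.0735). With DHT+LPS it rose from 1450 ± 310 to 12532 ± 3648 (3.09, adjusted p = 0.00205). In the single-cell libraries, Mgp had 27490 CPM in fibroblast-like cells of DHT+FeCl3 skin and 1533 in those of vehicle+H2O skin, which come from different clusters. Of 6 osteogenic genes among the 4686 listed, 1 was higher and 5 lower than in vehicle+H2O skin (camera adjusted p = 0.0954), and of 21 tested with LPS 2 were higher and 5 lower (2 and 6 adjusted over the list alone; camera adjusted p = 0.479). Runx2 and Sox9, which encode transcription factors of bone and cartilage, are not among the listed genes, and with LPS neither passed (adjusted p = 0.646 and 0.108), though Sox9 did under DESeq2 (0.0343). In the other bulk tables, Mgp was 14922 ± 6309 in CPA skin, which did not calcify, and 6151 ± 1471 in PBS skin (1.20, adjusted p = 0.0338), a call that ended in 6 of the 9 fits with 1 library left out (0.0618 to 0.112). Mgp did not pass in SRG against WT (0.39, adjusted p = 0.664) or with IL-17a mAb (-1.59, 0.0615, though 0.0484 with the replicate number as a block and 0.00185 under DESeq2). Sox9 was lower in CPA than in PBS skin (-0.82, adjusted p = 0.0388), a call that ended with the replicate number as a block (0.199), under edgeR with TMM (0.0521) and in 8 of the 9 fits with 1 library left out (0.0709 to 0.0948), and Runx2 did not pass there (-0.82, 0.0707, though 0.0341 under DESeq2 and 0.00334 without CPA replicate 4). Neither Sox9 (adjusted p = 0.417 and 0.108) nor Runx2 (0.701 and 0.163) passed in SRG or with IL-17a mAb, though Sox9 with the mAb did under DESeq2 (0.0286). The Mgp call against vehicle+FeCl3 ended without vehicle+FeCl3 replicate 1 (adjusted p = 0.116) or 2 (0.126) or DHT+FeCl3 replicate 1 (0.108) or 2 (0.0611), with the replicate number as a block (0.0505), with only the groups compared in the fit (0.0932) and under edgeR on the recovered reads (0.0978). Against DHT+H2O, Mgp passed with only the groups compared in the fit (0.047), under DESeq2 (0.0269) and without vehicle+FeCl3 replicate 3 and DHT+H2O replicate 3 (0.0119).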

Little is known about the molecular regulation of dystrophic calcification, but our observations taken together strongly suggest that the immune system and in particular the IL-17 pathway play a pivotal role in ectopic calcification. On unbiased gene ontogeny analysis of calcific versus noncalcific skin, the IL-17 signaling pathway was found to be robustly upregulated in calcific lesions using different inducers. IL-17 has been described as inducing an osteogenic gene expression program in primary osteoblasts (46), including expression of alkaline phosphatase, and IL-17 has been shown to induce vascular mineralization of the aorta in ex vivo culture models (47). IL-17 has also been shown to be present in inflammatory conditions such as Kawasaki disease that are associated with aneurysm and subsequent vascular calcification, and IL-17 induced a calcific phenotype in human coronary artery smooth muscle cells when cultured with serum from individuals with Kawasaki disease (48). IL-17 has a complex interaction with neutrophils and is known to act on epithelial and stromal cells to secrete various chemokines that lead to neutrophil recruitment. However, neutrophils have also been observed to be a source of IL-17. Our observations demonstrate a causal role of IL-17 in mediating calcification in calciphylaxis, with administration of a monoclonal antibody targeting IL-17a substantially attenuating ectopic calcification deposition. TNAP is critically required for tissue calcification as it releases free phosphate ions, and neutrophils were observed to robustly express TNAP. Although neutrophils are not known to establish TNAP, neutrophil extracellular traps have been implicated in ectopic calcification serving as a nidus for calcium hydroxyapatite mineralization and growth. IL-17 is known to stimulate mesenchymal cell proliferation as well as differentiation and expression of TNAP to adopt an osteogenic phenotype (49). Inhibitors of neutrophil MPO also rescued ectopic calcification in the rodent model of calciphylaxis, and taken together our data would suggest that IL-17 likely leads to neutrophil activation and expression of TNAP.

IL-17 monoclonal antibodies that block IL-17a (e.g., secukinumab) are currently in clinical practice to treat autoimmune conditions such as psoriasis and psoriatic arthritis. Our data suggest that IL-17 antagonism may have a new role in the treatment of cutaneous ectopic calcification in the rare but life-threatening disease calciphylaxis.

## Methods

### Sex as a biological variable.

Our protocol was adapted from previously published studies that used only female rats for observations. This is scientifically justified as women have a 2-fold greater risk of developing calciphylaxis than men. Therefore, our study also focused exclusively on female rats. However, we have observed that this model also induces calcification in male rats to the same degree.

### Statistics.

All data are presented as mean ± SEM, and the value of *n* represents biological replicates. Statistical analysis was performed with GraphPad Prism 8.3 software, using Student’s *t* test (2-tailed), 1-way ANOVA with Tukey’s multiple-comparison test, or 2-way ANOVA with Šidák’s multiple-comparison test as appropriate. *P* less than 0.05 was considered statistically significant.

### Study approval.

All animal studies were approved by the Animal Research Committee of UCLA, and all animals were maintained at the UCLA vivarium in accordance with the policies laid out by the Association for Assessment and Accreditation of Laboratory Animal Care International.

### Data availability.

All RNA-Seq and single-cell RNA-Seq data are available in the NCBI’s Gene Expression Omnibus database (GEO GSE301731). Values for all data points in graphs are reported in the Supporting Data Values file.

Detailed methods are provided in Supplemental Methods.

## Author contributions

BT and EZC performed the majority of the experiments. AD conceptualized the project, designed experiments, supervised data collection and analysis, and wrote the manuscript. JH and JFA helped to harvest skin and serum. LS, QS, and LZ helped to cut slices and stain for histology. ZL performed assays and designed the mechanism Figure. SR performed bench experiments related to molecular assays of calcium and prepared RNA-Seq samples. AE, YG, FM, and MP analyzed single-cell and bulk RNA-Seq data. SL helped to modify figure formatting and do CT scanning.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
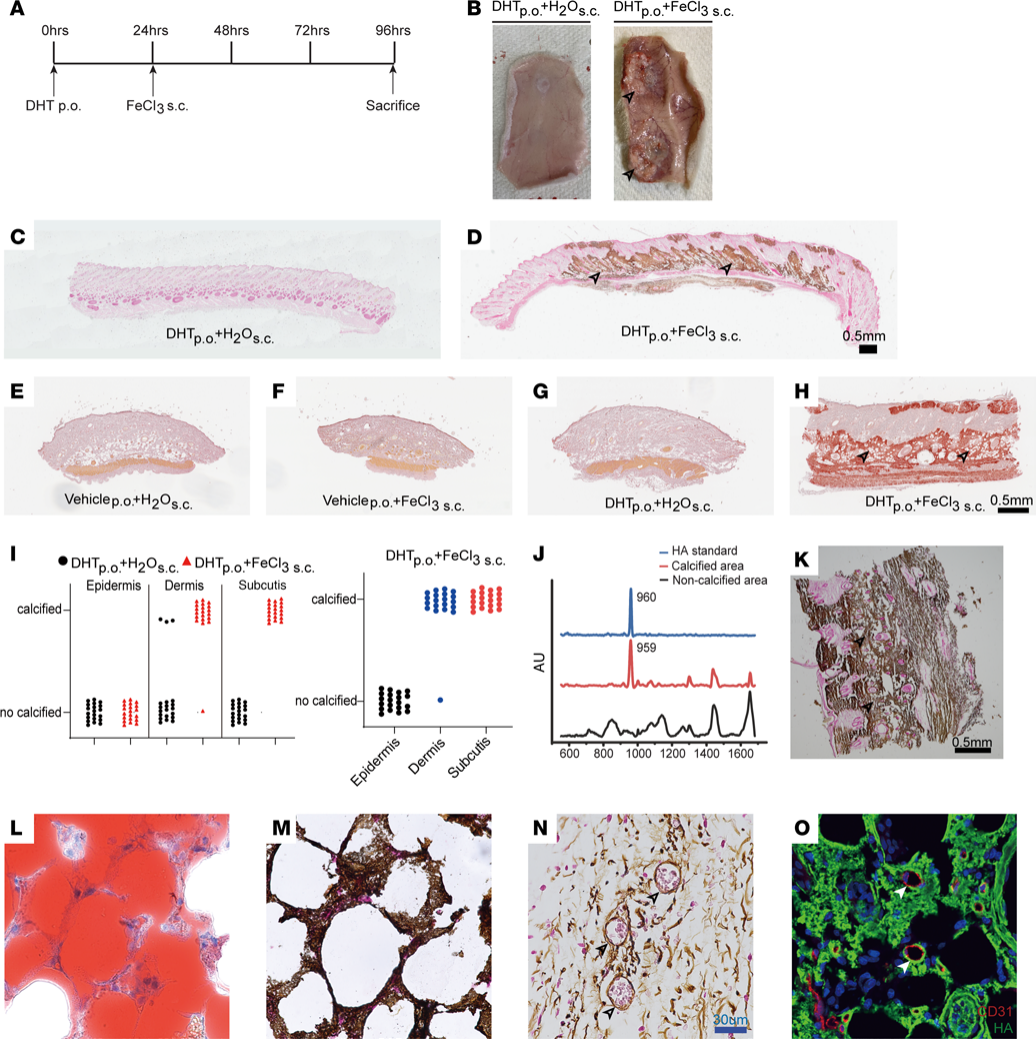
A rodent model of ectopic cutaneous calcification. (**A**) Sprague-Dawley rats were sensitized with dihydrotachysterol (DHT; 10 mg/kg, orally [p.o.]) and challenged with FeCl_3_ (25 μg/20 μL, s.c.) to induce ectopic tissue calcification in dorsal skin. (**B**) Gross anatomy of harvested dorsal skin. Black arrowheads indicate regions of ectopic mineralization in the dermal tissue. (**C** and **D**) Von Kossa staining of rat dermal tissue sensitized with DHT and injected with H_2_O (**C**) or FeCl_3_ (**D**). (Black arrowheads point to calcified regions. *n* = 4 animals per group.) Scale bar: 0.5 mm. (**E**–**H**) Alizarin red staining of rat dermal biopsies (4 mm). (**E**) Vehicle p.o. + H_2_O s.c. (**F**) Vehicle p.o. + FeCl_3_ s.c. (**G**) DHT p.o. + H_2_O s.c. (**H**) DHT p.o. + FeCl_3_ s.c. (Black arrowheads point to calcified regions. *n* = 4 animals per group.) Scale bar: 0.5 mm. (**I**) Quantitative analysis of site of von Kossa staining–positive regions in rat skin (DHT p.o. + FeCl_3_ s.c.: *n* = 20 animals, 20 sites; subcutis: 20/20; dermis: 19/20; epidermis: 0/20; DHT p.o. + H_2_O s.c.: *n* = 20 animals, 20 sites; subcutis: 0/20; dermis: 3/20; epidermis: 0/20). (**J** and **K**) Raman spectroscopy analysis of hydroxyapatite and calcified and non-calcified dermal tissue, with representative von Kossa–stained dermal tissue used for Raman microscopy. Scale bar: 0.5 mm. (**L** and **M**) Assessment of calcific deposits around adipose tissue in calcified dorsal skin using Oil Red O (adipocyte identification) and von Kossa staining (*n* = 3 animals). (**N** and **O**) Histology and immunofluorescent staining of CD31 in calcified regions of skin demonstrated calcific regions (green) in the periendothelial region (red, arrowheads) (representative images, *n* = 3 animals). Scale bar: 30 μm.

**Figure 2:**
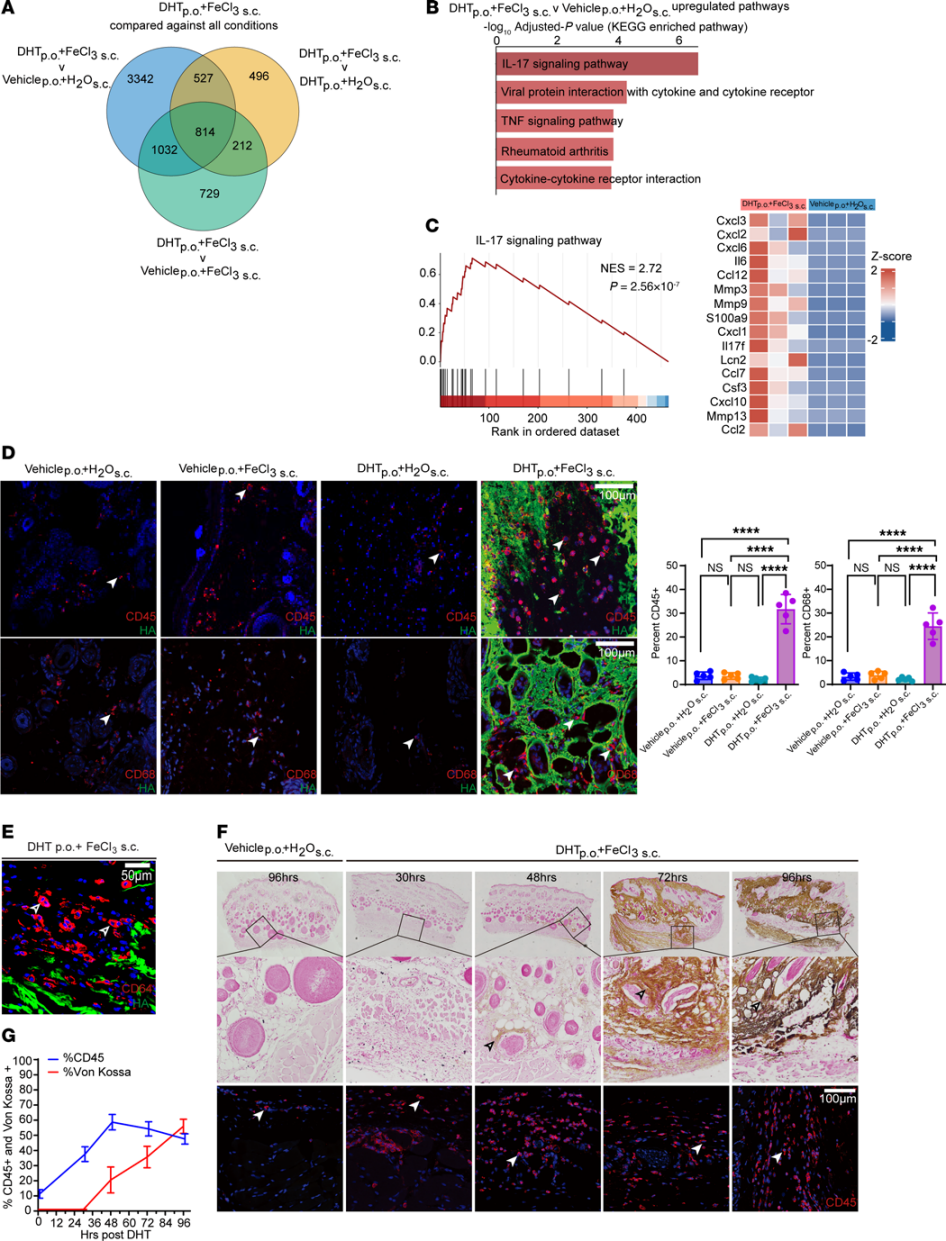
Inflammation is prominent and precedes calcific mineral deposits. (**A**) Venn diagram of RNA-Seq results from dermal tissues treated with vehicle p.o. + H_2_O s.c., DHT p.o. + H_2_O s.c., vehicle p.o. + FeCl_3_ s.c., and DHT p.o. + FeCl_3_ s.c. (*n* = 3 animals per group). (**B**) Top 5 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways associated with differentially expressed genes (DEGs) between DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c. (*n* = 3 animals per group). (**C**) Enrichment score of the IL-17 signaling pathway and the top 16 leading-edge genes in DHT p.o. + FeCl_3_ s.c. versus vehicle p.o. + H_2_O s.c. analyzed by gene set enrichment analysis (GSEA). (**D**) Immunofluorescent staining of CD45 and CD68 in calcified skin regions reveals the presence of CD45 and CD68 (red, arrowheads) localized within the calcified areas (red, arrowheads, CD45/CD68; green, HA,hydroxyapatite) (representative images). Quantification of CD45^+^ cells and CD68^+^ cells revealed a robust increase in macrophage infiltration in the DHT+FeCl_3_ group (*n* = 5 animals per group). Scale bars: 100 μm. (**E**) Representative immunofluorescent staining image of CD64 in calcified skin reveals CD64^+^ cells (red, arrowheads) localized within hydroxyapatite-rich (HA-rich) calcified regions (green) (*n* = 4 animals). Scale bars: 50 μm. (**F**) Time-course histological and immunofluorescent staining of CD45 at 30, 48, 72, and 96 hours in DHT-treated rats injected with FeCl_3_ (*n* = 6 animals per group). Scale bars: 100 μm. (**G**) Temporal analysis of von Kossa–positive and CD45-positive cells in rat skin. Data are represented as mean ± SEM. ****P < 0.0001, 2-tailed Student’s *t* test.

**Figure 3:**
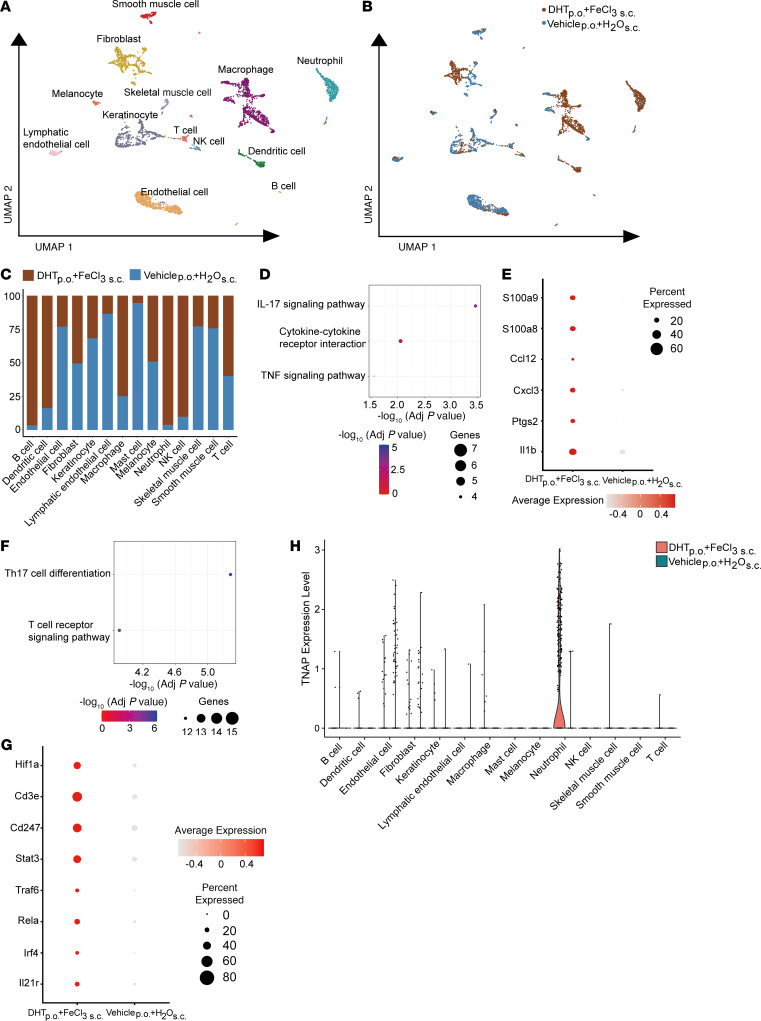
Single-cell RNA-Seq analysis of skin from calcific versus non-calcific tissue. (**A**) UMAP representation illustrating distinct cell cluster phenotypes within injured skin (*n* = 3 animals per group). (**B**) Distribution of cells from groups treated with DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c. across these clusters. (**C**) Proportions of cell types in DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c. (**D**) KEGG pathway analysis demonstrating the upregulation of inflammatory pathways in macrophages of DHT p.o. + FeCl_3_ s.c. versus vehicle p.o. + H_2_O s.c. (**E**) Dot plot highlighting DEGs of IL-17 signaling pathway between DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c. (**F**) KEGG analysis demonstrating principal pathways upregulated in T cells of DHT p.o. + FeCl_3_ s.c. versus vehicle p.o. + H_2_O s.c. (**G**) Dot plot illustrating DEGs associated with the Th17 cell differentiation pathway in groups treated with DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c. (**H**) Violin plot showing TNAP expression in specific cell populations in skin of DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c.

**Figure 4:**
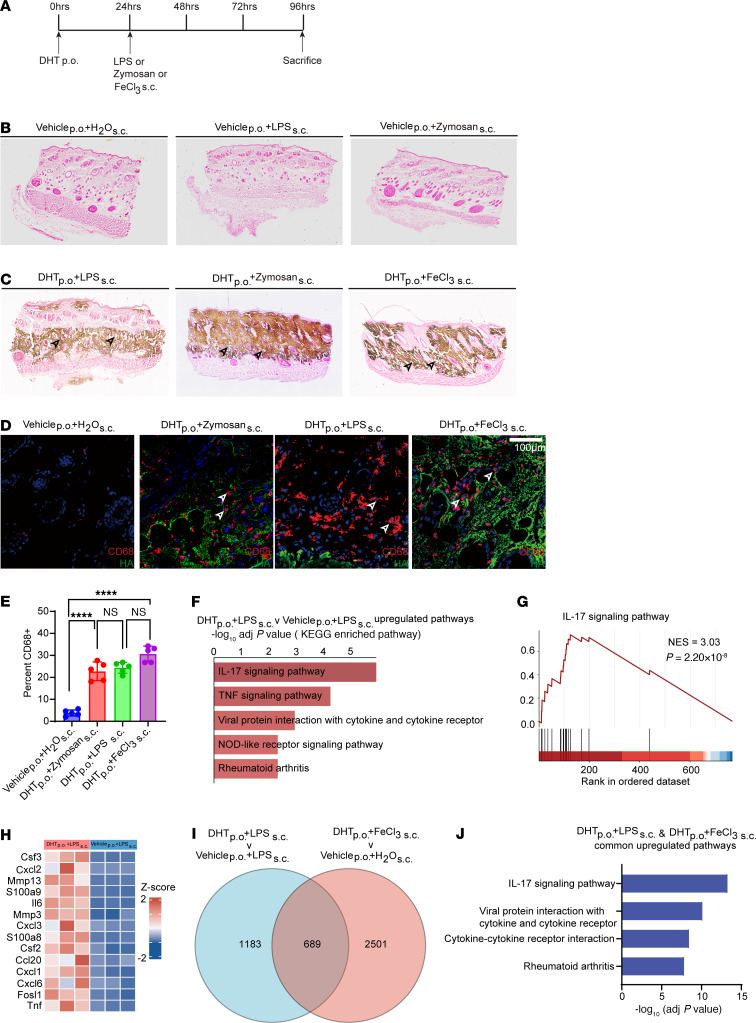
Administration of sterile inflammation–inducing agents after DHT administration also leads to ectopic calcification. (**A**) Experimental scheme of LPS, FeCl_3_, and zymosan treatment. (**B** and **C**) Von Kossa staining of rat dermal tissues to identify calcific regions in controls (**B**) and animals that received DHT (**C**) (arrowheads; representative images; *n* = 3 animals per group). (**D** and **E**) Immunofluorescent staining of CD68 in calcified skin regions (red, arrowheads, CD68; green, HA, hydroxyapatite). (**D**) and quantification of inflammatory infiltrate (**E**) (representative images; *n* = 5 animals per group). Scale bar: 100 μm. (**F**) Top 5 KEGG pathways associated with DEGs between DHT p.o. + LPS s.c. (*n* = 5 animals) and vehicle p.o. + LPS s.c. (*n* = 3 animals). (**G** and **H**) GSEA analysis of the IL-17 signaling pathway showing enrichment scores (**G**) and the top 14 leading-edge genes (**H**) in DHT p.o. + LPS s.c. versus vehicle p.o. + LPS s.c. (**I**) Venn diagram depicting common DEGs between DHT p.o. + LPS s.c. (*n* = 5 animals) and vehicle p.o. + LPS s.c. (*n* = 3 animals) and between DHT p.o. + FeCl_3_ s.c. (*n* = 4 animals) and vehicle p.o. + H_2_O s.c. (*n* = 3 animals). (**J**) Shared upregulated pathways between DHT p.o. + LPS s.c. and vehicle p.o. + LPS s.c. and between DHT p.o. + FeCl_3_ s.c. and vehicle p.o. + H_2_O s.c. are identified and highlighted. Data are represented as mean ± SEM. ****P < 0.0001, 2-tailed Student’s *t* test.

**Figure 5:**
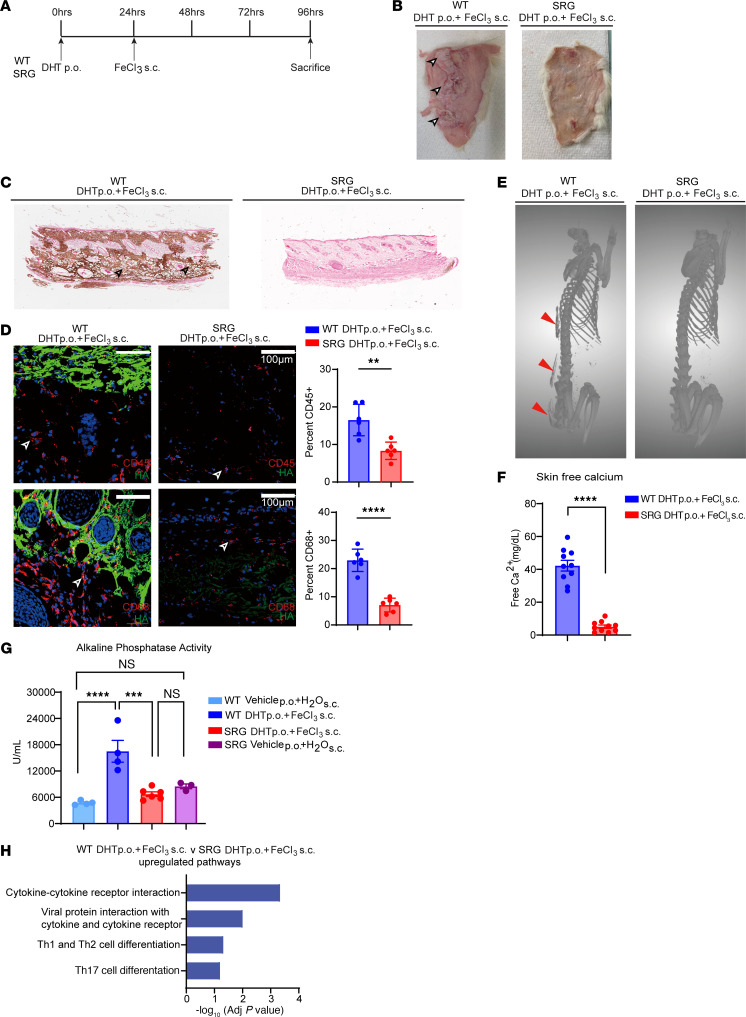
Genetic deletion of B, T, and NK cells (SRG rats) inhibits the formation of ectopic calcification. (**A**) Experimental scheme comparing the ability of WT and SRG rats treated with DHT p.o. + FeCl_3_ s.c. to exhibit ectopic cutaneous calcification. (**B**) Gross images of dermal tissue in WT and SRG rats. Black arrowheads point to calcific regions. (**C**) Representative von Kossa–stained images highlighting calcified regions in rat dermal tissue. (**D**) Immunofluorescent staining of CD45^+^ and CD68^+^ cells in WT and SRG rat dermal tissue (representative images; *n* = 6 animals per group). Scale bars: 100 μm. (**E**) CT scan of rat dermal tissue in WT and SRG rats (arrowheads point to extraskeletal calcification) (WT, *n* = 4 animals; SRG, *n* = 6 animals). (**F**) Quantification of free calcium levels in rat skin dermal tissues (*n* = 10 animals per group). (**G**) Assessment of alkaline phosphatase activity in rat dermal tissues (TNAP, tissue-nonspecific alkaline phosphatase) (WT DHT p.o. + FeCl_3_ s.c.: *n* = 4 animals; WT vehicle p.o. + H_2_O s.c.: *n* = 4 animals; SRG DHT p.o. + FeCl_3_ s.c.: *n* = 6 animals; SRG vehicle p.o. + H_2_O s.c.: *n* = 3 animals). (**H**) Upregulated pathways identified in WT versus SRG rats after DHT p.o. + FeCl_3_ s.c. (*n* = 4 animals per group). Data are represented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001, 2-tailed Student’s *t* test.

**Figure 6:**
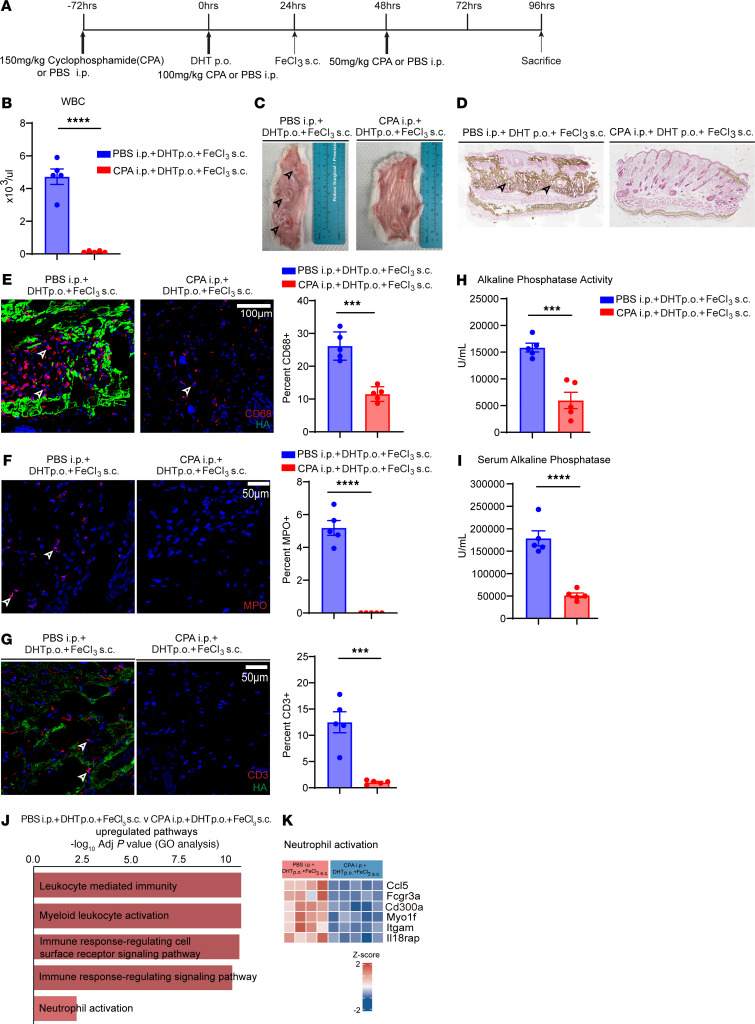
Cyclophosphamide-induced leukopenia rescues ectopic calcification. (**A**) Experimental scheme for neutrophil depletion using cyclophosphamide (CPA) in WT rats treated with DHT p.o. + FeCl_3_ s.c. (**B**) Comparison of WBC count in PBS- and CPA-treated rats after DHT p.o. + FeCl_3_ s.c. administration (*n* = 5 animals per group). (**C**) Gross images of rat dermal tissue in PBS- and CPA-treated rats. Black arrowheads point to calcific regions. (**D**) Von Kossa–stained rat dermal tissue highlighting calcification in PBS- and CPA-treated rats given DHT p.o. + FeCl_3_ s.c. (representative images; arrowheads point to calcific regions; *n* = 4 animals per group). (**E**) Immunofluorescent staining of CD68^+^ cells in PBS- and CPA-treated rats and quantification (representative images; *n* = 4 animals per group). Scale bar: 100 μm. (**F**) Immunofluorescent staining of myeloperoxidase (MPO) to identify neutrophils in PBS- and CPA-treated rats and quantification (representative images; *n* = 4 animals per group). Scale bar: 50 μm. (**G**) Immunofluorescence staining and quantification of CD3^+^ T cells in PBS- versus CPA-treated rats (*n* = 5 animals per group). Scale bar: 50 μm. (**H**) Alkaline phosphatase activity in rat dermal tissues in PBS- versus CPA-treated animals (*n* = 5 animals per group). (**I**) Serum alkaline phosphatase activity in rats treated with PBS or CPA (*n* = 5 animals per group). (**J**) Gene Ontology analysis associated with upregulated DEGs in PBS-treated (*n* = 4 animals) and CPA-treated rats following DHT p.o. + FeCl_3_ s.c. (*n* = 5 animals). (**K**) Enriched genes in immune response–regulating cell surface receptor signaling pathway. Data are represented as mean ± SEM. ***P < 0.001, ****P < 0.0001, 2-tailed Student’s *t* test.

**Figure 7:**
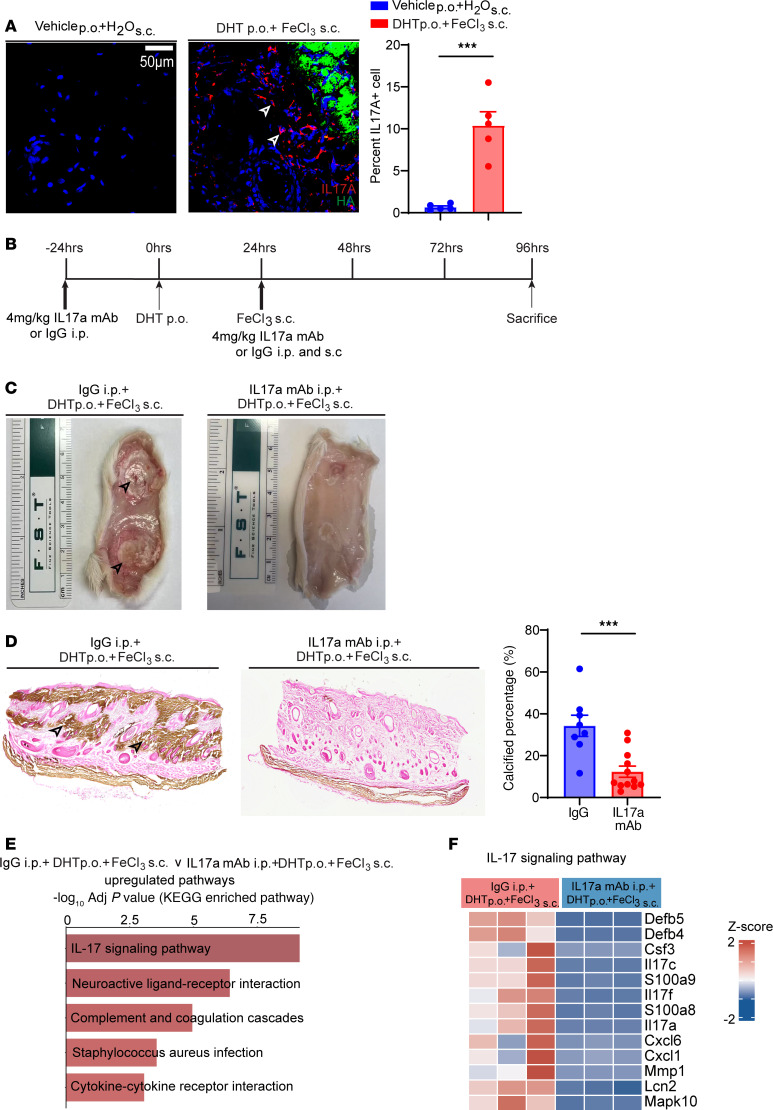
IL-17a blockade prevents skin calcification and inflammation in the DHT+FeCl_3_–induced rat model. (**A**) Immunofluorescence staining and quantification of IL-17a^+^ cells in skin tissue from rats treated with DHT p.o. + FeCl_3_ s.c. or vehicle p.o. + H_2_O s.c. (representative images; *n* = 5 animals per group). Scale bar: 50 μm. (**B**) Schematic of the IL-17a mAb experimental timeline. (**C**) Gross images of dorsal skin lesions. Black arrowheads show visible regions of calcification. (**D**) Representative von Kossa–stained images of rat dermal tissue highlighting calcified regions (arrowheads). Quantification of calcified percentage in the IL-17a mAb–treated group (*n* = 12) compared with IgG control (*n* = 8). (**E**) Top 5 KEGG pathways enriched in DEGs between IgG-treated (*n* = 3 animals) and IL-17a mAb–treated rats following DHT p.o. + FeCl_3_ s.c. (*n* = 3 animals). (**F**) Enriched genes in IL-17 signaling pathway. Data are represented as mean ± SEM. ***P < 0.001, 2-tailed Student’s *t* test.

**Table 1:**
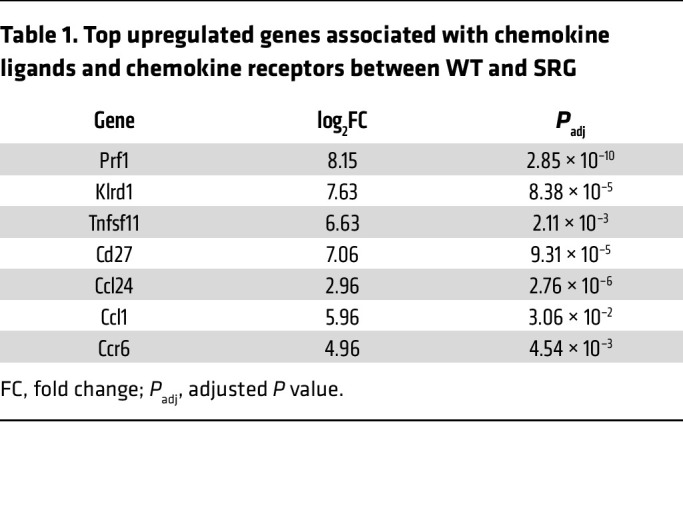
Top upregulated genes associated with chemokine ligands and chemokine receptors between WT and SRG

## Version 1 08/15/2025

In-Press Preview

## Version 2 10/01/2025

Electronic publication

# Supplementary material for: Pharmacological targeting of the IL-17/neutrophil axis attenuates calcific deposits in rat models of calciphylaxis
**Source:** J Clin Invest. 2025 Aug 15;135(19):e190369. doi: 10.1172/JCI190369
**Supplement:** Supplemental data

Supplemental Materials for

Pharmacological targeting of the IL17/neutrophil axis attenuates calcific deposits in rat models of calciphylaxis

Bo Tao ^{*1,2,3,4,5,6}, Edward Cao ^{*1,2,3,4,5,6}, James Hyun ^{1,2,3,4,5,6}, Sivakumar Ramadoss ^{1,2,3,4,5,6}, Juan Felipe Alvarez ^{1,2,3,4,5,6}, Lianjiu Su ^{1,2,3,4,5,6}, Qihao Sun ^{1,2,3,4,5,6}, Zhihao Liu ^{1,2,3,4,5,6}, Linlin Zhang ^{1,2,3,4,5,6}, Alejandro Espinoza ⁷, Yiqian Gu ^{3,4,5,6}, Feiyang Ma ⁸, Shen Li ^{1,2,3,4,5,6}, Matteo Pellegrini ^{3,4,5,6}, Arjun Deb ^{**1,2,3,4,5,6}

The following is included in the supplementary material.

Supplemental Methods

Figure S1 to S9

Table S1 to S7

References

Supplemental Methods

Rat models of calciphylaxis

Female Sprague-Dawley rats (~130g, Charles River, 400-SAS-SD) were sensitized with dihydrotachysterol (DHT; Sigma, 1204000) administered via oral gavage (Kent Scientific, FNC1632) at a dose of 10mg/kg in corn oil (Fisher Scientific, S25271) [1,2]. After 24 hours, rats were challenged with a subcutaneous delivery of 25µg/200ul FeCl₃ (Sigma, 157740) in H₂O along the dorsal midline. Tissues were collected 96 hours after oral gavage of DHT.

To assess the effects of macrophage depletion on the development of ectopic calcification, rats received an intraperitoneal injection of 750 µL clodronate (5 mg/mL; Encapsula NanoSciences, CLD8901). This injection was repeated 72 hours later. At this time, the rats were also sensitized with dihydrotachysterol (DHT) at a dose of 10 mg/kg. Twenty-four hours after DHT sensitization, the rats were challenged with a subcutaneous injection of FeCl₃. Tissues were collected 96 hours after oral gavage of DHT.

All *in vivo* experiments were conducted using wild-type female Sprague-Dawley rats. However, to investigate the role of immune system, immunodeficient inbred Sprague-Dawley female rats (SRG; Rag2^{-/-} and Il2Rγ^{-/-}, Charles River, 707) and Rag2KO Sprague-Dawley female rats (Inotiv, SD-Rag2^{em1sage}) were used. For the male experiment, Male Sprague-Dawley rats (~130g, Charles River, 400-SAS-SD) were used.

To determine the effect of neutrophil depletion, rats received cyclophosphamide (CPA, MedChem Express, HY17420A) (150mg/kg i.p) 3 days prior to DHT administration, (100mg/kg i.p) on the day of DHT administration and a final dose of 50mg/kg i.p was administered 24 hours after FeCl₃ injection. In addition, to explore the role of immunosuppressives, Cyclosporine A(CsA, Selleck Chemicals, S2286) was used by starting 7 days prior to DHT administration and continued 24 hour before sacrificing rat. CsA is dissolved in 5% DMSO(sigma, D2650)+40%PEG300(Selleck Chemicals, S6704)+5%Tween80(Selleck Chemicals, S6702)+50%ddH₂O. Vehicle animals only received 5% DMSO+40%PEG300+5%Tween80+50%ddH₂O.

To assess the effect of IL17a blockade, IL17a mAb(BioxCell, BP0173) or IgG(BioxCell, BP0083) was administered i.p. 24 hours prior to DHT administration followed by a repeat dose both i.p. and subcutaneously 24 hours after DHT administration.

To explore the role of MPO inhibitor, rat received 4-aminobenzohydrazide(4-ABAH, Selleck Chemicals, S9874) 24 hours prior to the administration of oral DHT and continued daily till the animals were sacrificed. 4-ABAH is dissolved in 5%

DMSO+40%PEG300+5%Tween80+50%ddH₂O. Vehicle animals only received 5% DMSO+40%PEG300+5%Tween80+50%ddH₂O.

In our study, “n” represents multiple individual animals at a defined time. The different n in various aspects of the study relate to unexpected animal mortality which prevented us from having the same number of animals throughout the study.

RNA extraction

Total RNA was isolated using a hybrid Trizol/RNeasy protocol. Skin samples were collected via 4 mm punch biopsies (Integra Miltex, 3334) and lysed in 600 µL Trizol reagent (Fisher, 15596018) using a handheld homogenizer according to standard protocol. The aqueous phase was separated, mixed with ethanol, and processed using the Qiagen RNeasy Mini Kit (Qiagen, 74134) according to the manufacturer’s instructions.

RNA sequencing

Total RNA was used to generate RNA-seq libraries, which were sequenced on an Illumina HiSeq 3000 platform, Illumina NextSeq 500 and Illumina NovaSeq X Plus. Sequencing reads were aligned to the Rnor_6.0 genome using STAR (version 2.7.1b)[3]. Differential expression analysis was conducted using the DESeq2 package [4]. Counts normalized for sequencing depth were subsequently used for principal component analysis (PCA).

GO analysis and GSEA-KEGG analysis based on differentially expressed genes (DEGs) was conducted using the clusterProfiler R package (v4.1.1)[5]. Gene sets with a P value of less than 0.05 and an FDR value of less than 0.25 were considered statistically significant.

Single cell RNA library construction and sequencing

Single cells were isolated from the dermis of 4 mm dorsal skin samples collected from rats treated with DHT + FeCl₃, H₂O, WT, and SRG for 10X Genomics library preparation and sequencing. The procedure was as follows[6]:

Fresh rat skin samples were placed in Dispase II working solution (5 mg/mL) and digested at 37°C for 1 hour. The digested skin was then transferred to a 10 cm petri dish containing pre-chilled HBSS solution to facilitate separation of the dermis from the epidermis. The isolated dermis was subsequently placed in a pre-chilled dermis dissociation buffer containing 100 µg/mL DNase I and 1 mg/mL Collagenase P and incubated at 37°C for 1 hour, with gentle mixing of the tissue suspension every 30 minutes.

The cell suspension was filtered through a 70 µm cell strainer. The filtered suspension was transferred into DMEM/high medium containing 10% FBS and centrifuged at 400 x g, after which the supernatant was discarded. The cell pellet was resuspended in FACS buffer (HBSS with 2% BSA and 0.1 mM EDTA) and filtered again through a 40 µm cell strainer. Following another centrifugation at 400 x g, the pellet was resuspended for cell sorting, yielding approximately 3×10^5 live cells for downstream library preparation and sequencing.

Single-cell RNA-seq libraries were prepared using the Chromium Single Cell 3' Library & Gel Bead Kit v2 (10x Genomics) following the manufacturer's protocol. Sequencing was performed on an Illumina NovaSeq 6000 platform.

Upstream data processing was conducted with CellRanger to generate the expression matrix, followed by cell clustering using Seurat (v4.4) with a minimum threshold of three cells per gene (min.cells = 3) and 200 detected genes per cell (min.features = 200)[7]. Additional filtering was applied based on mitochondrial gene expression, total RNA content, and gene count. Doublets were identified and excluded using the scDbIFinder R package (v1.16.0) to ensure that only single cells were retained for downstream analysis [8].

Subsequently, data normalization, standardization, batch correction, and dimensionality reduction were performed to generate the final single-cell gene expression matrix. The processed data were then used for UMAP clustering and cell proportion analysis.

Immunophenotyping with flow cytometry

Skin was harvested for 3 days following subcutaneous challenge. Tissues were washed in PBS, chopped into 1 mm² pieces, and digested in high-glucose DMEM (Gibco, 1195073) containing 1 mg/mL Collagenase P (Sigma, 11213857001) and 100 µg/mL DNase I (Sigma, 10104159001) for 1 hour at 37°C. The tissue suspensions were filtered through a 70 µm cell strainer (Fisher, 22363548), centrifuged at 400 x g for 5 minutes, and resuspended in 2% BSA (Fisher, BP1600100). The suspension was then re-filtered through a 40 µm cell strainer (Fisher, 22363547), centrifuged again, and resuspended.

One million cells suspended in 1 mL of 2% BSA were incubated with antibodies targeting macrophages (CD11b), neutrophils (RP1), and T cells (CD3) for 30 minutes. Following antibody incubation, the cells were resuspended in 2% BSA and analyzed using a BD LSRII flow cytometer. Data were analyzed using FlowJo software.

Histological studies

All tissues were fixed in 10% neutral buffered formalin (Sigma, HT501128) at room temperature overnight. Tissues intended for paraffin sections were transferred to 70% ethanol and submitted to the UCLA Translational Pathology Core Laboratory for paraffin

embedding. Tissues intended for frozen sections were dehydrated in 15% and 30% sucrose solutions, snap-frozen in O.C.T. compound (Fisher, 23730571), and sectioned at 10 μ m.

For immunofluorescence staining, tissue sections were post-fixed in 10% neutral buffered formalin for 10 minutes, then simultaneously blocked and permeabilized in a solution containing 10% donkey serum (Sigma, D9663), 1% BSA, and 0.2% Triton X-100 (Sigma, X100) for 1 hour. Sections were incubated with primary antibodies diluted in the serum/BSA/Triton X-100 solution at 4°C overnight. Secondary antibodies were diluted in 10% donkey serum and 1% BSA and incubated with the sections for 1 hour[9].

The sections were then stained with DAPI (Invitrogen, D3571), followed by a 30-minute incubation with OsteoImage Staining Reagent (Lonza, PA1503) for the detection of hydroxyapatite. All sections were mounted with antifade mounting media (Invitrogen, S36936). Images were acquired using a Nikon Eclipse Ti2 confocal microscope (Nikon, USA) and analyzed using NIS-Elements AR software (Nikon, USA) and ImageJ.

Sections for Von Kossa staining (Fisher, NC9239431) were immersed in 5% silver nitrate for 30 minutes under UV light, followed by a 3-minute incubation with 5% sodium thiosulfate. The sections were counterstained with nuclear fast red for 7 minutes.

For Oil Red O staining, sections were first incubated with Mayer's hematoxylin (Sigma, 51275) for 3 minutes, followed by a 1-minute immersion in 60% isopropanol (Fisher, A4164), a 15-minute incubation in 3 mg/mL Oil Red O (Sigma, O1391) diluted in isopropanol, and a final 1-minute immersion in 60% isopropanol.

For Alizarin Red S staining, sections were immersed in 2% Alizarin Red S (Sigma, A5533) for 2 minutes.

Skin calcium quantification

Skin biopsies were cut into small 1mm² pieces and incubated overnight in 0.6M HCl at 4°C. Calcium levels in the supernatant were determined via QuantiChrom Calcium assay kit (BioAssay Systems). Calcium quantities were shown normalized to tissue weight.

Alkaline phosphatase activity

Quantification of ALP activity in skin tissue was performed using an alkaline phosphatase activity colorimetric assay kit (Abcam, ab83369). Results were normalized to total protein concentration, which was measured using a BCA assay (Thermo Scientific, 23227).

Antibodies

The following primary antibodies were used for immunostaining, or flow cytometry: For immunostaining, CD45(1:100, Abcam, ab10558);CD68(1:100, Abcam, ab125212); CD31(1:100, Abcam, ab182981); CD3(1:50, BD Biosciences, 554829); CD64(1:100, Thermo Scientific, PA5116539); IL17A(1:50, Affinity Biosciences, DF6127); Myeloperoxidase[EPR20257] (1:100, Abcam, ab208670); Myeloperoxidase(1:50, Novus Biologicals,NBP1-51148); Runx2(1:100, Cell signaling technology, 12556); SOX9(1:100, Thermo Fisher Scientific, 14-9765-82); MGP(1:100, Thermo Scientific, PA596323); LYVE1(1:100, Cell signaling technology, 67538). For flow cytometry. CD11b(1:100, BioLegend, 201809), RP1(1:100, BD, 550002), and CD3(1:50, Miltenyi Biotec, 130103127).

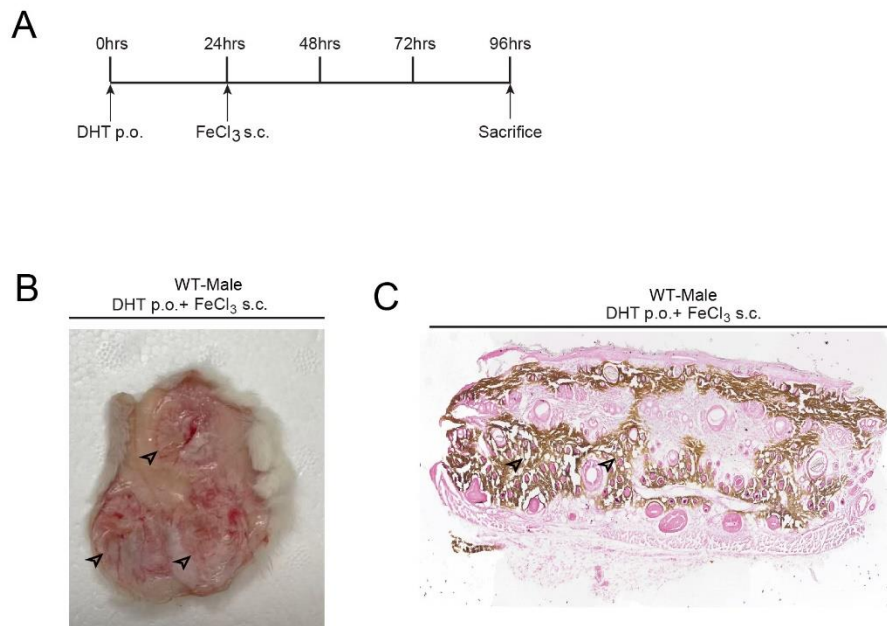

Fig S1. Model of calciphylaxis in male rat.

(A) Experimental scheme in male rodent model of calciphylaxis with similar administration of DHT orally followed by subcutaneous injection of FeCl₃ as in female animals. (B) Gross images of rat dermal tissue in male rats demonstrating subcutaneous calcific nodules (arrows). (C) Representative Von Kossa-stained images of rat dermal tissue highlighting calcified regions (arrows) (n=5 animals).

Figure S2

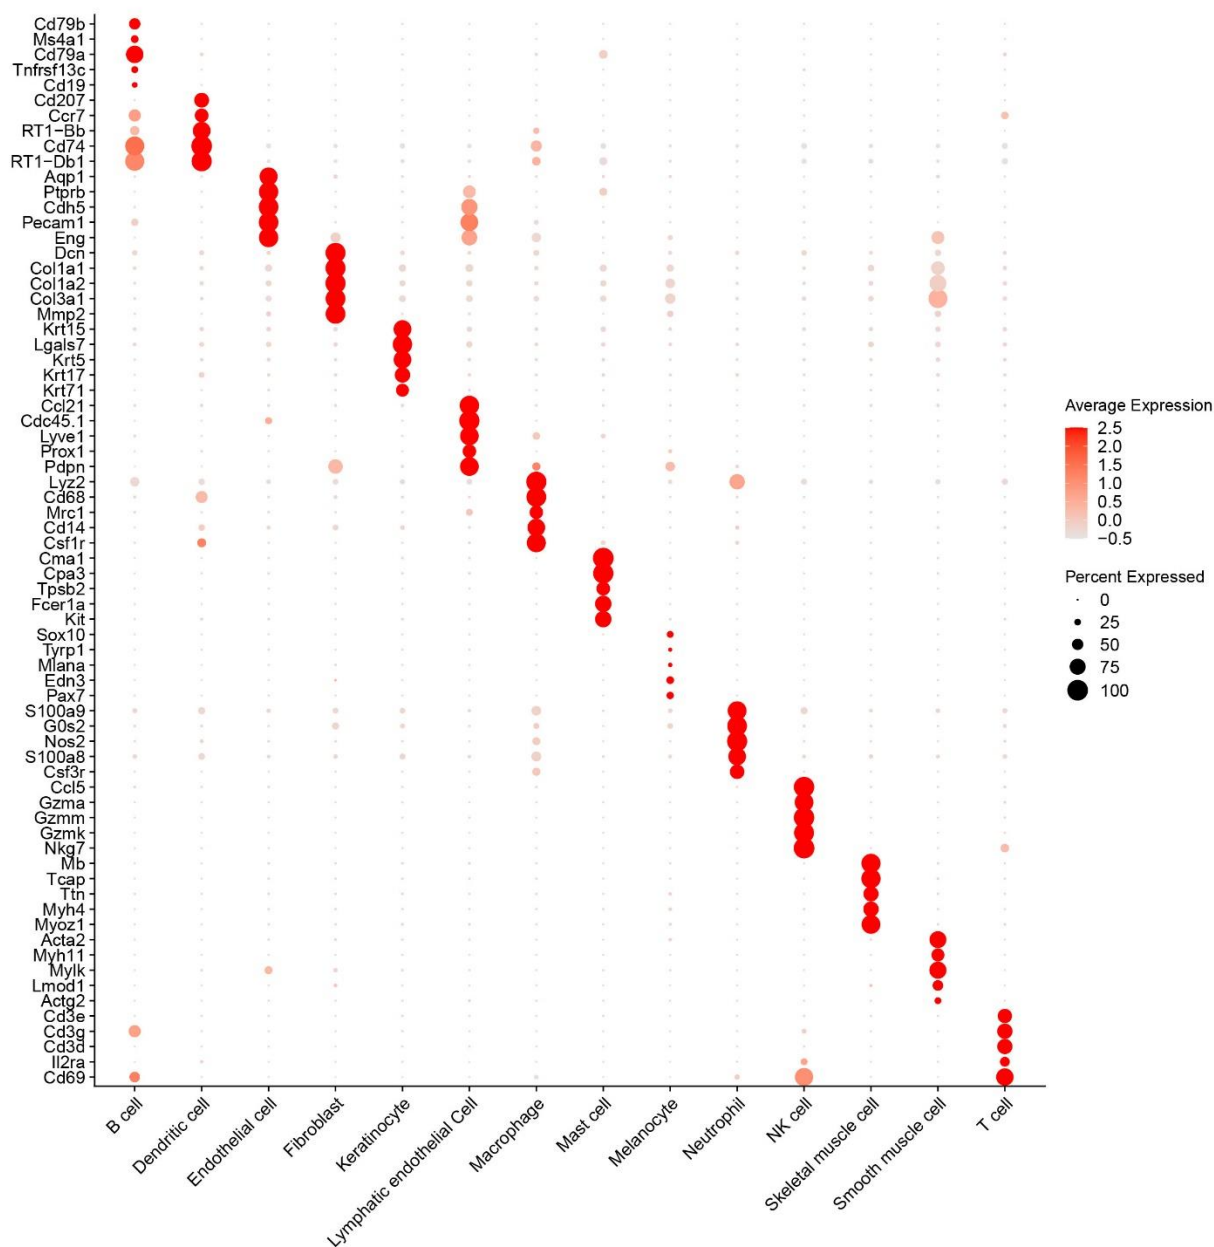

Fig S2. Single-cell RNA sequencing of skin of DHT p.o.+FeCl₃ s.c. and vehicle p.o. +H₂O s.c. treated animals. Canonical genes used to characterize various cell population in the skin.

Figure S3

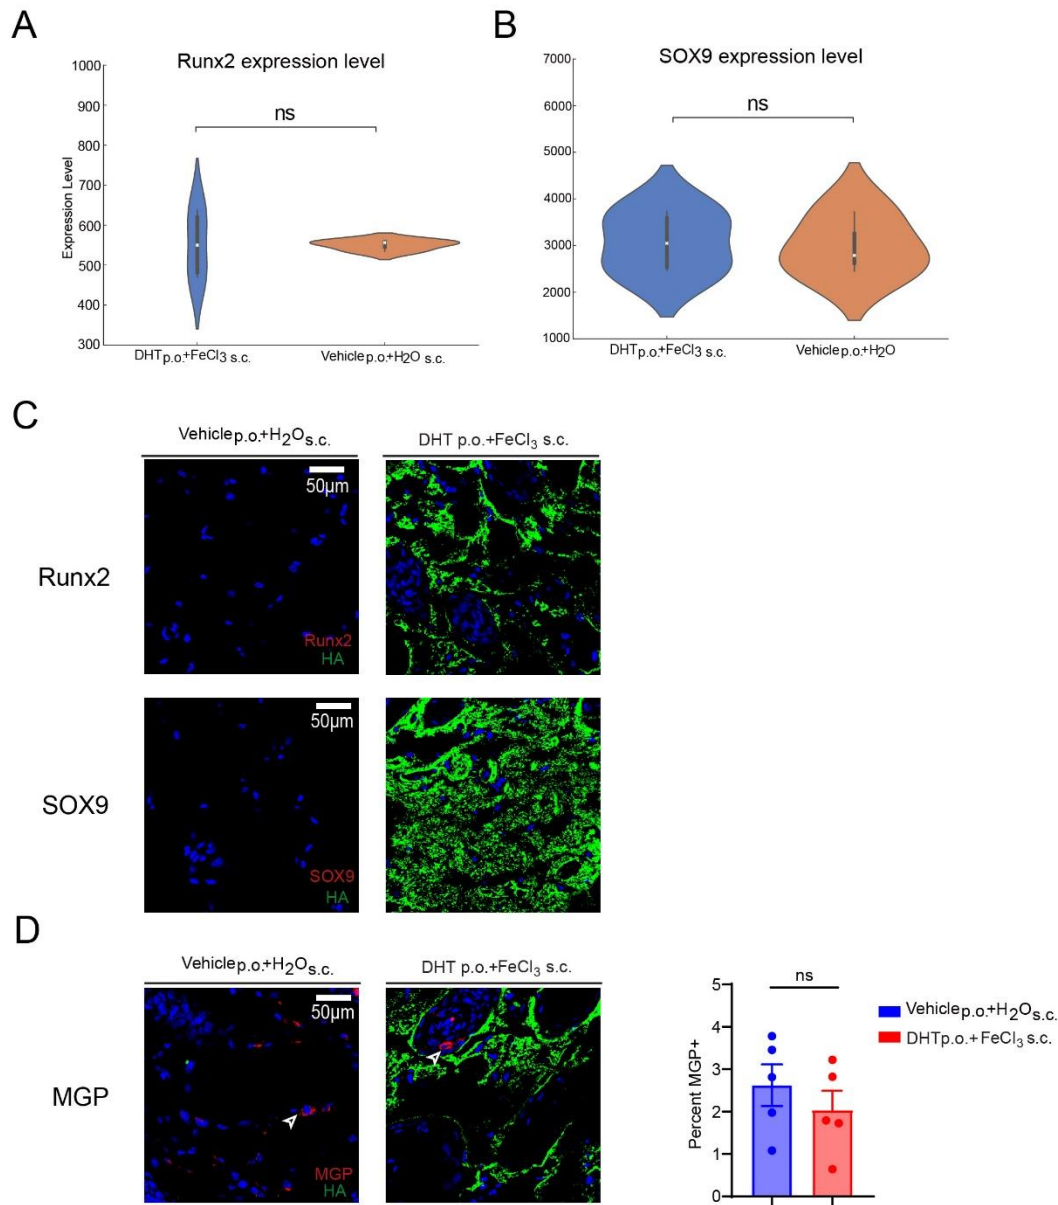

Fig S3. Runx2, SOX9 and MGP expression is not markedly altered in DHT+FeCl₃-treated tissue. (A–B) Violin plots showing expression levels of (A) Runx2 and (B) SOX9 from bulk RNA-seq data comparing DHT p.o. +FeCl₃ s.c. group (n=4 animals) and vehicle p.o. +H₂O s.c. control (n=3 animals). No significant difference was observed (ns, not significant). (C) Representative immunofluorescence images of skin sections stained for Runx2 and SOX9. Red: Runx2, SOX9; Green: HA; Blue: nuclei (DAPI). (D) Representative immunofluorescence images and quantification of MGP in the rat skin. Red: MGP; Green: HA; Blue: nuclei (DAPI). (n=5 animals/per group). Data are represented as mean ± SEM. ns: no statistic difference, 2-tailed Student's t test.

Figure S4

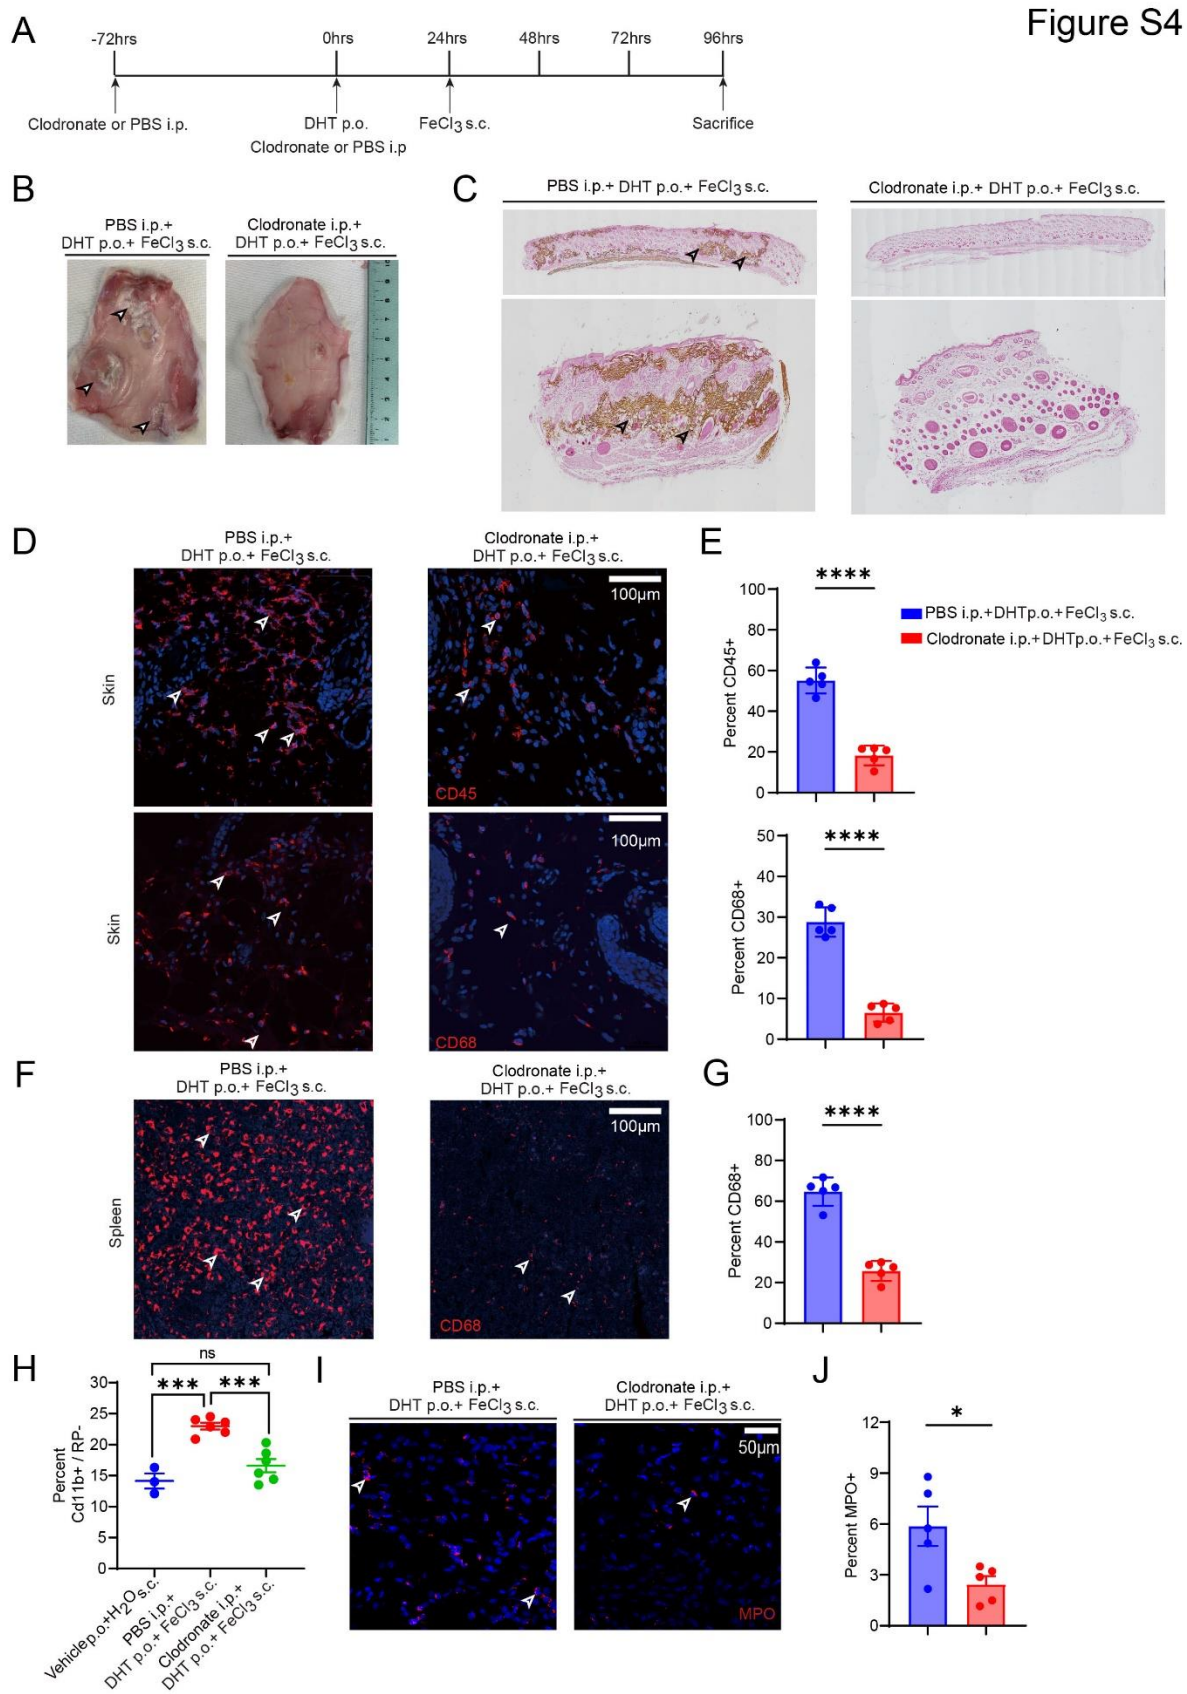

Fig S4. Ablation of macrophages with the drug clodronate prevents ectopic calcification.

(A) Experimental scheme for administration of clodronate in rodent models of calciphylaxis. (B) Gross images of rat dermal tissue following treatment with clodronate or PBS. Black arrows show visible regions of calcification. (C) Representative Von Kossa-stained images of rat dermal tissue highlighting calcified regions (arrows). (D) Immunofluorescent staining for CD45 and CD68 in rat dermal tissue treated with clodronate or PBS and (E) quantification of macrophages/CD45 cells (Representative images, n=5 animals/per group). (F) Immunofluorescent analysis of CD68+ cells in rat splenic tissue following treatment with clodronate or PBS and (G) quantification (n=5 animals/per group). (H) Representative flow cytometry analysis for circulating bone marrow monocytes of rats treated with vehicle p.o. + H₂O s.c. and DHT p.o.+FeCl₃ s.c. after clodronate or PBS administration (H₂O n=3 animals, clodronate n=6 animals, PBS n=6 animals). (I) Immunofluorescence staining pictures of MPO in skin tissue and (J) quantification of MPO⁺ cells (Representative images, n=5 animals/per group). Data are represented as mean ± SEM. ****P < 0.0001; ***P < 0.001; *P < 0.05, 2-tailed Student's t test.

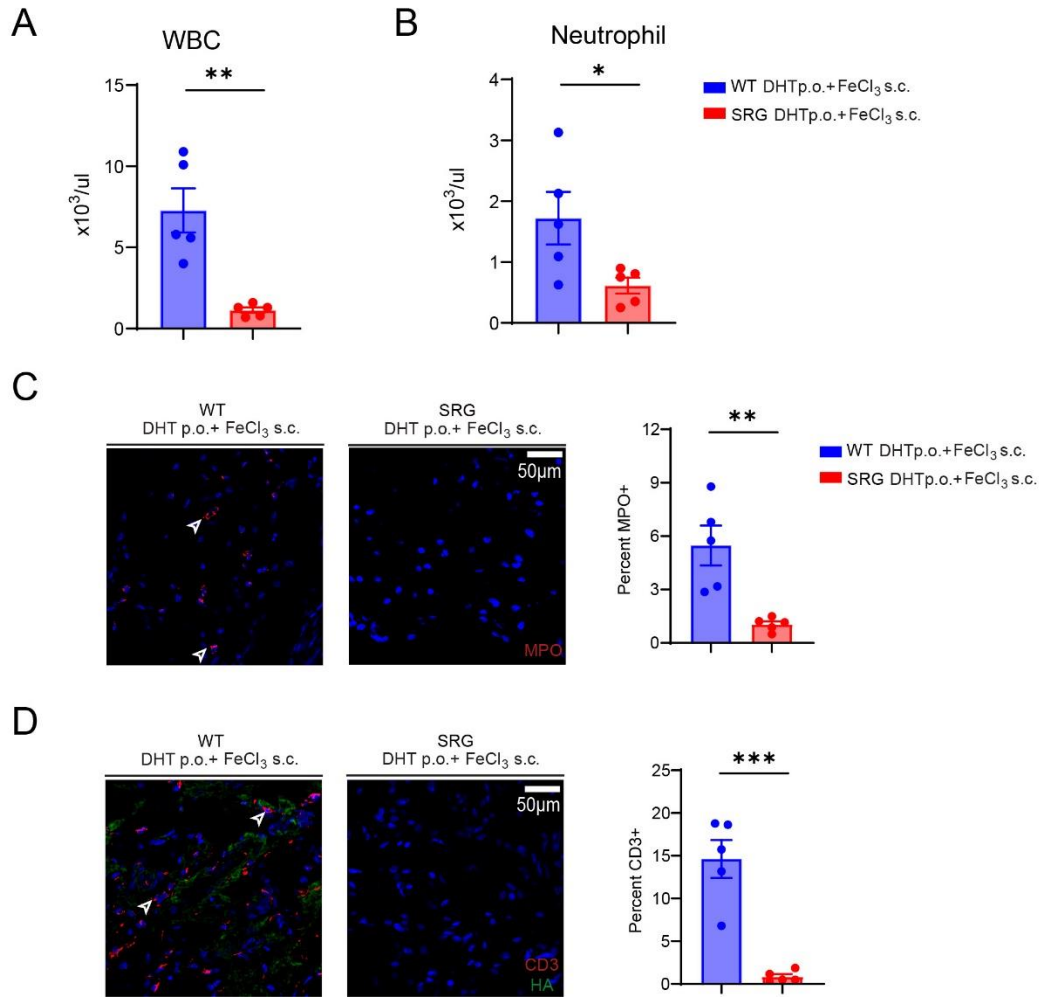

Fig S5. Reduced circulating white blood cells and neutrophils and decreased local immune infiltration in SRG rats.

(A) Quantification of total white blood cells and (B) circulating neutrophils in WT and SRG rats following DHT oral administration and subcutaneous FeCl₃ injection (n=5 animals/per group). (C) Immunofluorescence staining and quantification of MPO⁺ cells and (D) CD3⁺ T cells in WT vs. SRG rats skin tissue (Representative images, n=5 animals/per group). Data are represented as mean ± SEM. ***P < 0.001; **P < 0.01; *P < 0.05, 2-tailed Student's t test.

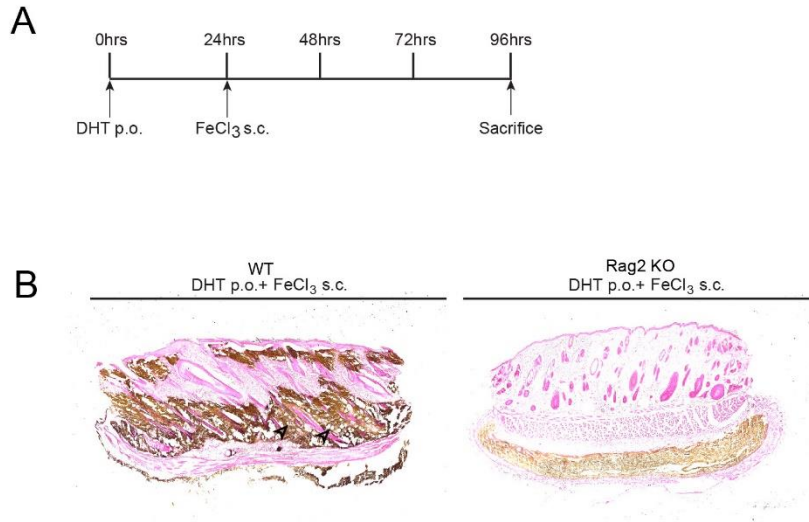

Fig S6. Rag2KO rats are resistant to the development of ectopic calcification.

(A) Experimental strategy with WT/ Rag2KO rats administered DHT + FeCl₃. (B) Representative Von Kossa-stained image of rat dermal tissue highlighting calcification in WT but not in Rag2KO animal skin (n=3 animals/per group).

Figure S7

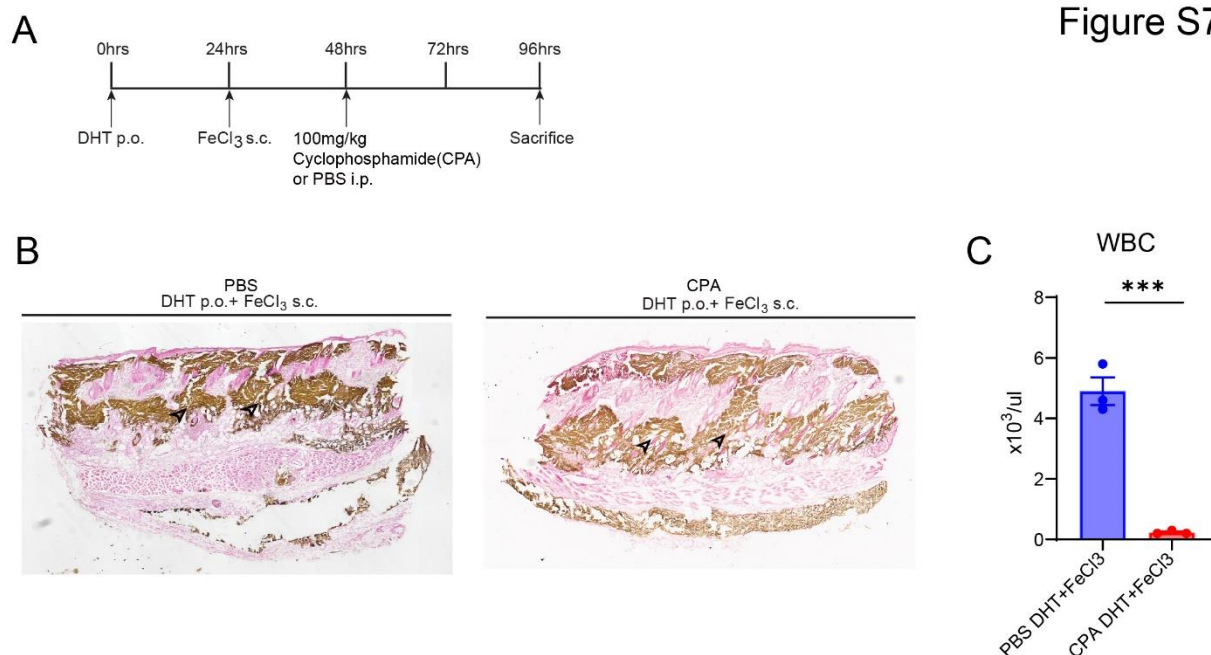

Fig S7 Cyclophosphamide treatment after FeCl₃ administration reduces peripheral leukocyte count but does not alter tissue calcification.

(A) Experimental strategy showing DHT and FeCl₃ administration followed by intraperitoneal injection of cyclophosphamide (CPA, 100 mg/kg) or PBS at 48 hours.

(B) Representative Von Kossa-stained skin sections from CPA- and PBS-treated groups showing comparable calcified areas (black arrow show calcific deposits, n=3 animals/per group).

(C) Quantification of peripheral white blood cell (WBC) counts demonstrates dramatic leukopenia in CPA-treated rats. Data are represented as mean $\pm$ SEM. ***P < 0.001, 2-tailed Student's t test.

Figure S8

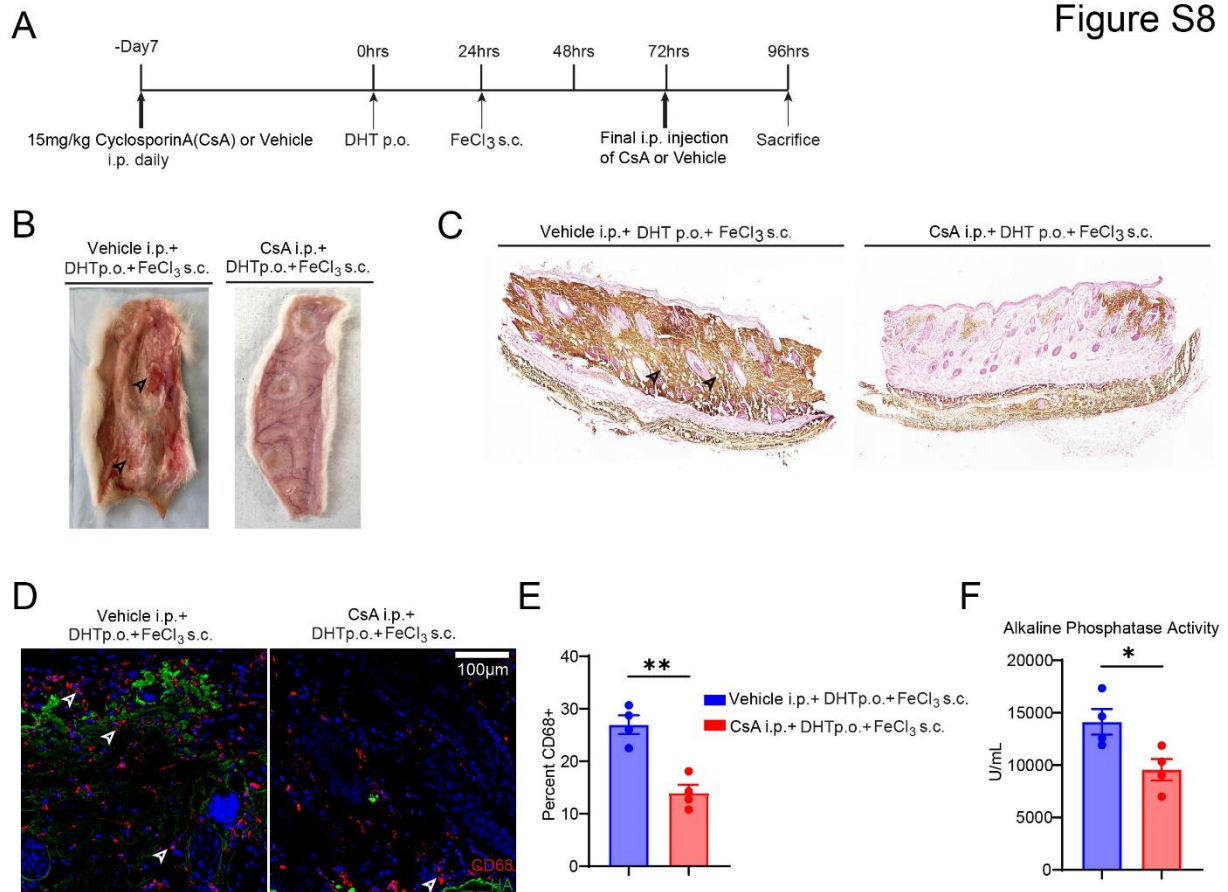

Fig S8. T cell inhibitor, cyclosporine blocks the formation of ectopic calcification.

(A) Experimental strategy for administration of T cell inhibitor cyclosporine (Cyclosporin A) in WT rats administered with DHT p.o.+FeCl₃ s.c.. (B) Gross images of rat dermal tissue in Vehicle and Cyclosporin A treated rats. Black arrows show visible regions where calcification is present. (C) Representative Von Kossa-stained image of rat dermal tissue highlighting calcification after DHT p.o.+FeCl₃ s.c. (n=4 animals/per group). (D-E) Immunofluorescent staining of CD68-positive cells in Vehicle and CyclosporinA treated rats (Representative images, n=4 animals/per group). (F) Assessment of alkaline phosphatase activity in rat dermal tissues treated with vehicle or cyclosporin A (n=4 animals/per group). Data are represented as mean ± SEM. **P < 0.01; *P < 0.05, 2-tailed Student's t test.

Figure S9

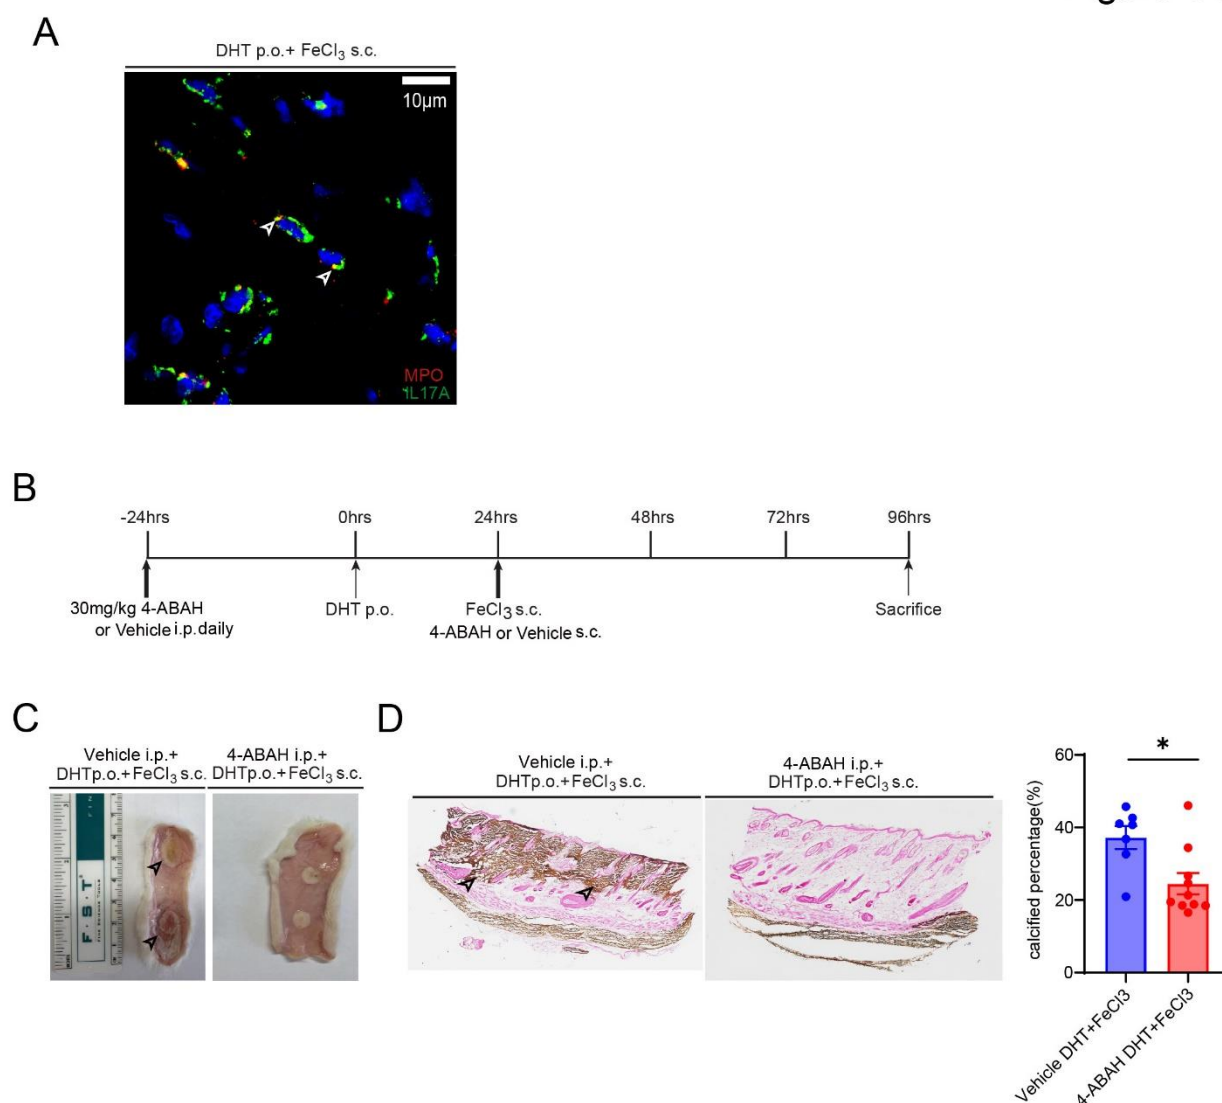

Fig S9. Inhibition of MPO with 4-ABAH(4-Aminobenzohydrazide) attenuates ectopic calcification in a rodent model of calciphylaxis.

(A) Representative image showing colocalization of IL-17A (green) and MPO (red) in DHT +FeCl₃ treated skin. (B) Schematic outlining the experimental strategy used in the study with MPO inhibition started 24 hours prior to DHT administration and continued for the rest of the study, followed by a single subcutaneous dose at 24 hours alongside FeCl₃. (C) Macroscopic section of dorsal skin from rats, with black arrows indicating visibly calcified regions (arrows) in control but not 4-ABAH groups. (D) Representative images of skin sections stained with Von Kossa to visualize calcium deposition (indicated by arrows). Quantification shows a robust reduction in the percentage of calcified tissue in vehicle-(n=7 animals) and 4-ABAH-(n=10 animals) treated rats administered with DHT p.o.+FeCl₃ s.c.. Data are represented as mean ± SEM. *P < 0.05, 2-tailed Student's t test.

Table S1. Serum biochemistry 24 hours after DHT or H₂O administration.

	H ₂ O(n=5)	DHT 24h (n=3)
Calcium (mg/dl)	13.00±0.6218	14.67±0.4163*
Phosphorus (mg/dl)	11.91±0.9607	14.43±0.6028**
Creatinine (mg/dl)	0.28±0.05	0.23±0.0577
BUN (mg/dl)	12.00±1.7321	18.00±8.7178

Table S1. Serum biochemistry 24 hours after DHT or H₂O administration.

Serum chemistry in rats 24 hours following treatment with DHT or water (n=3 animals). There was a substantial increase in serum calcium (*P < 0.05) and phosphorus (**P < 0.01) in the animals receiving DHT compared to those that received H₂O group (n=5 animals). Creatinine and BUN levels showed no substantial changes between groups.

Table S2. WBC counts in rats treated with Clodronate and PBS following DHT+FeCl₃.

	PBS<br>DHT+FeCl ₃ (n=5)	Clodronate<br>DHT+FeCl ₃ (n=5)
WBC (10 ³ /ul)	6.32±1.1692	6.6±2.9521
Neutrophil (10 ³ /ul)	1.36±0.5849	1.29±0.4658

Table S2. WBC counts in rats treated with Clodronate and PBS following DHT+FeCl₃.

Peripheral blood WBC or neutrophil counts between the clodronate- and PBS-treated groups (n=5 animals/per group, P > 0.05).

Table S3. Serum biochemistry in clodronate- and PBS-treated rats 72 hours after DHT+FeCl₃.

	PBS<br>DHT+FeCl ₃ (n=4)	Clodronate<br>DHT+FeCl ₃ (n=4)
Calcium (mg/dl)	14.00±1.5937	12.5±0.8602
Phosphorus (mg/dl)	12.93±1.12	10.68±0.6021*
Creatinine (mg/dl)	0.42±0.1258	0.30±0.0816
BUN (mg/dl)	68.25±27.9091	23.25±11.9269

Table S3. Serum biochemistry in clodronate- and PBS-treated rats 72 hours after DHT+FeCl₃.

Serum chemistry in rats treated with clodronate (n=4 animals) or PBS following DHT+FeCl₃ administration. Decreased serum phosphorus levels (*P < 0.05) compared to PBS-treated controls (n=4 animals) was noted. Calcium, creatinine, and BUN levels were also lower in the clodronate group, but no statistical significance was observed.

Table S4. Serum biochemistry in WT and SRG rats 72 hours after DHT+FeCl₃.

	WT<br>DHT+FeCl ₃ (n=4)	SRG<br>DHT+FeCl ₃ (n=5)
Calcium (mg/dl)	14.60±1.2987	12.72±0.5891*
Phosphorus (mg/dl)	12.77±2.4391	11.42±1.8579
Creatinine (mg/dl)	0.47±0.2217	0.48±0.1095
BUN (mg/dl)	58.25±45.2645	44.80±24.5906

Table S4. Serum biochemistry in WT and SRG rats 72 hours after DHT+FeCl₃.

Serum chemistry in SRG or WT rats (n=5 animals) following DHT+FeCl₃ (*P < 0.05) compared to WT (n=4 animals). Phosphorus, creatinine, and BUN levels were also lower in SRG rats, but the differences were not statistically significant.

Table S5. Serum biochemistry in rats treated with CPA (cyclophosphamide) or PBS at 72 hours following DHT+FeCl₃ administration.

	PBS<br>DHT+FeCl ₃ (n=4)	CPA<br>DHT+FeCl ₃ (n=5)
Calcium (mg/dl)	13.83±0.9215	12.85±2.5093
Phosphorus (mg/dl)	13.85±2.0634	11.77±2.7109
Creatinine (mg/dl)	0.65±0.3317	0.75±0.4933
BUN (mg/dl)	73.5±44.1399	96.5±47.7947

Table S5. Serum biochemistry in rats treated with CPA (cyclophosphamide) or PBS at 72 hours following DHT+FeCl₃ administration.

Serum biochemistry in CPA-treated rats (n=5 animals) compared to PBS treated controls (n=4 animals) (P > 0.05)

Table S6. Serum biochemistry in animals that received IL-17A mAb or IgG 72 hours after DHT + FeCl₃.

	IgG<br>DHT+FeCl ₃ (n=5)	IL17mAb<br>DHT+FeCl ₃ (n=6)
Calcium (mg/dl)	13.52±1.6941	12.07±2.419
Phosphorus (mg/dl)	13.4±1.6378	10.95±0.9138**
Creatinine (mg/dl)	0.4±0.1250	0.25±0.0836*
BUN (mg/dl)	67.00±35.6791	21.33±5.4650**

Table S6. Serum biochemistry in animals that received IL-17A mAb or IgG 72 hours after DHT + FeCl₃.

Serum chemistry in animals treated with IL-17A monoclonal antibody (n=6 animals) or IgG demonstrating markedly reduced serum phosphorus (**P < 0.01), creatinine (*P < 0.05), and BUN levels (**P < 0.01) compared to IgG-treated controls (n=5 animals). Calcium levels also trended lower but without statistical significance.

Table S7. Serum biochemistry at 72 hours post-DHT + FeCl₃ in rats with the MPO inhibitor 4-ABAH or vehicle.

	Vehicle<br>DHT+FeCl ₃ (n=5)	4-ABAH<br>DHT+FeCl ₃ (n=5)
Calcium (mg/dl)	13.26±2.3977	12.86±2.2468
Phosphorus (mg/dl)	12.58±2.7362	10.76±1.9139
Creatinine (mg/dl)	0.52±0.3697	0.36±0.05472
BUN (mg/dl)	59.60±38.9572	31.2±17.8805

Table S7. Serum biochemistry at 72 hours post-DHT + FeCl₃ in rats with the MPO inhibitor 4-ABAH or vehicle.

Serum biochemistry in animals treated with 4-ABAH (n=5 animals) or Vehicle-treated controls (n=5 animals). MPO treated animals exhibited lower levels of serum calcium, phosphorus, creatinine, and BUN, but these differences were not statistically significant.

References

1. SELYE H, et al. Cutaneous molt induced by calciphylaxis in the rat. *Science*. 1961. 134(3493):1876-7.
2. Miller S, et al. Cutaneous calciphylactic reactions in the mouse and the rat and the effects of diphosphonates on the reaction in the rat. *J Pathol*. 1984.142(1):7-13.
3. Dobin A, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, 2013. 29(1): p. 15-21.
4. Love M.I., et al. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*, 2014. 15(12): p. 550.
5. Wu T, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)*. 2021.2(3):100141.
6. Lou F, et al. Protocol for Flow Cytometric Detection of Immune Cell Infiltration in the Epidermis and Dermis of a Psoriasis Mouse Model. *STAR Protoc*. 2020. 1(3):100115.
7. Stuart T, et al. Comprehensive Integration of Single-Cell Data. *Cell*, 2019. 177(7): p. 1888-1902 e21.
8. Germain PL, et al. Doublet identification in single-cell sequencing data using *scDbIFinder*. *F1000Res*. 2021. 10:979.
9. Li S, et al. Cardiomyocytes disrupt pyrimidine biosynthesis in nonmyocytes to regulate heart repair. *J Clin Invest*. 2022. 132(2):e149711.

How the deposited data were processed for this re-analysis (not part of the article)

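The data are 41 bulk RNA libraries of rat skin in 5 tables and 2 single-cell libraries, 43 samples in all. The bulk groups are vehicle+H2O, vehicle+FeCl3, DHT+H2O and DHT+FeCl3 (n = 3 each), vehicle+LPS and DHT+LPS (n = 3 each), WT and SRG rats (n = 4 each), PBS (n = 4) and CPA (n = 5), and IgG and IL-17a mAb (n = 3 each). Libraries were grouped by their titles and treatment labels, and no column was left out.

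The deposited bulk values are a signal per gene: the authors aligned reads with STAR, counted them per gene with featureCounts 2.0.3 and divided each library by 1 size factor with DESeq2. The single-cell values are UMI counts as deposited by the authors, made with Cell Ranger 7.1.0 against Rnor_6.0. In all 41 libraries 100% of the bulk values lie within 0.05 reads of a whole multiple of 1 step, from which whole reads were recovered. In 5 of them the step is close to 1, so there the values alone say little on how they were scaled. The annotation release is not stated, and gene identifiers differ between the tables, so genes were matched across tables by symbol.

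Bulk tables were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), with an intensity trend, for genes with a mean value of at least 1. The Benjamini-Hochberg adjusted p had to be under 0.05. The 4 groups of the first table were fitted together. Main comparisons were DHT+FeCl3 against each control group, the DHT by FeCl3 interaction, DHT+LPS against vehicle+LPS, SRG against WT, CPA against PBS and IL-17a mAb against IgG. For the genes studied singly an exact permutation test was added. A further 35 gene lists, fixed before the data were examined, were read member by member and tested with camera, with a preset correlation of 0.01 and with an estimated correlation. A list needed 3 measured genes. Named genes are the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap and whose higher group reaches a value of 10, the genes the paper names, and members of the lists.

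Alternatives set before the data were examined were rescaling by median ratios, no filter on low values, pseudocounts of 0.5 and 5, an absolute log2 fold change of at least 1, the replicate number as a block, leaving out each library, fitting only the groups compared, and for gene lists the fry rotation test and an estimated correlation. Tests that need raw counts were planned as well and were not run as planned, since the values are not raw counts. After the data were seen, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads and fits without doubted libraries were added. The replicate numbers of the IL-17a mAb and IgG libraries pair by the rule set here, a correlation over 0.1 in every pair. Residuals of the 3 pairs correlate at 0.119 to 0.155, and each of the 6 libraries correlates best with its own number. These correlations are weak, and neither the labels nor the paper say what the numbers share, so pairing is not established. With the number as a block 660 genes were higher and 756 lower with IL-17a mAb.

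The steps were tested on simulated data with the groups and depth of each table. At a 4-fold change, 80% of the simulated genes were recovered in the first table, 67.2% in the LPS table, 45.6% in the SRG table, 44.4% in the CPA table and 44.8% in the antibody table. At a 2-fold change the shares were 45.2%, 16.8%, 7.2%, 6% and 0.8%. Of the genes called in simulated data, 6.8%, 7.3%, 5.1%, 8.3% and 7.4% had no simulated change.

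Single-cell counts were processed with Python 3.11.15 and scanpy 1.11.5. Barcodes needed at least 200 genes, genes at least 3 cells, and the mitochondrial share had to be under 20%. Counts were scaled to 10000 per cell, and 2000 variable genes, 30 principal components, 15 neighbors and a Leiden resolution of 1 gave the clusters. The libraries were not integrated. Clusters were named by markers of 17 classes, and a cluster with few UMIs per cell for its library was left unnamed, a rule set after the data were seen. Alternatives were at least 500 genes, a mitochondrial share under 10%, resolutions of 0.5 and 2, and other doublet settings. Shares and levels have exact 95% intervals, and the change in a class needed a ratio of 2. Data of the paper other than these libraries were not analysed here.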

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

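The tests on epidermal genes, on T cell genes and on mislabelled libraries were chosen only after the results were seen, and the others were set before.

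Hair follicle genes were far lower in CPA than in PBS skin, a result the paper does not report: all 30 measured were lower, with a median log2 fold change of -8.982 (n = 5 and 4 rats). Krt27, a hair keratin gene, fell from 45683 ± 8598 to 62.1 ± 114 normalized counts. A smaller share of epidermis in the CPA samples is unlikely, since the epidermal keratinocyte list had a median of 0.311. Depth is an unlikely cause too, since the hair list stood at -8.799 after each library was thinned to equal reads. Cyclophosphamide is known to damage growing hair follicles, and a loss of follicle cells was not tested.

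Of 33 IL-17 target genes, 11 were lower with IL-17a mAb than with IgG and 0 higher (camera adjusted p = 1.43e-10, 0.549 with an estimated correlation), while the mAb libraries were also deeper. After thinning each library to equal reads, the median log2 fold change of the list was -2.503, so depth is an unlikely cause. On counts outside the 10 most abundant genes of any library it was -2.177, so a few dominant genes are unlikely to be the cause. The T cell list stood at -0.185, so fewer leukocytes of every kind are unlikely as well. A loss of neutrophils, which carry S100a8 and S100a9, was not told apart from lower expression within cells.

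Vehicle+FeCl3 replicate 3 and DHT+H2O replicate 3 stand above the other libraries of their groups in IL-17 target genes (means of 6.94 and 7.86), near the DHT+FeCl3 libraries (8.42 to 9.93, SD 0.79). Mixing with RNA like the mean of the DHT+FeCl3 rats would give a similar implied share for every gene. RNA of a single DHT+FeCl3 rat need not, since these rats differ from each other, so unequal shares cannot exclude mixing. For vehicle+FeCl3 replicate 3 the quartiles of the shares (1.02% and 60.53%, median 13.2%) differ 59.52-fold, over the bound set in advance of 4, but mixing stays open. For DHT+H2O replicate 3 they differ 4.12-fold, over the same bound by less than its spread, so mixing is open here too. A mislabelled library is open for both. For vehicle+FeCl3 replicate 3 Cyp24a1 was 78.8, below the 200 to 995 of DHT+FeCl3 but far above the 2.08 and less of the other vehicle+FeCl3 rats. It lies near the 91.9 of DHT+H2O replicate 1, so it goes against a rat without DHT as well as against the DHT+FeCl3 range. Mgp (6586, against 4578 to 12498) and Il2rg (383, against 318 to 835) of this library lie within the DHT+FeCl3 range. For DHT+H2O replicate 3 Mgp (3116), Il2rg (186) and Il17f (0 reads, against 31, 9 and 3) lie below that range, as its label says, and Cyp24a1 (969) lies within it, as with either label. Single genes from 1 library against 3 do not settle either label. Nor do the paper's stains, which show no mineral without DHT and, in Figure 1I, some in the dermis of a few rats given DHT with water. Rats that differ in their response to a single factor could give the same pattern, and this was not tested.

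Regrouping the libraries gave the following numbers of changed genes. For SRG against WT, 1 of 35 splits, the real one, had as many changed genes as the real 26, and the highest other split had 0. For CPA against PBS, 1 of 100 splits reached 1915, and the highest other, with 1645, differs from the real split only by CPA replicate 4. For the DHT by FeCl3 interaction, 100 of 100 splits had at least the real 0 genes, and the highest had 1118, with the vehicle libraries on a single side. With 3 libraries in each group there are 10 splits, too few for a share under 0.05. The highest other split had 0 genes (real 4477), 0 (1969), 2 (1498), 0 (0), 0 (289), 1 (2343) and 0 (1558), for DHT+FeCl3 against vehicle+H2O, vehicle+FeCl3 and DHT+H2O, vehicle+FeCl3 and DHT+H2O against vehicle+H2O, LPS and IL-17a mAb, and the real split was among the highest in 1, 1, 1, 10, 1, 1 and 1 of the 10.

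In the WT, SRG, PBS and CPA groups, up to 15 measures each were tested for a single outlying value by Dixon's ratio, and 11 of 56 such tests passed. The measures share the same libraries, so the tests are not independent and no number expected by chance is given. PBS replicate 1 had outlying values of Il17a (35.4495), Il17f (87.6908), Rag2 (9.3288) and Sox9 (5369.66) and 26.46% of its reads in 10 genes. CPA replicate 4 had outlying values of Il17f (47.264), Runx2 (756.224) and Sox9 (3666.34) and 31.22% of its reads in 10 genes. The mean log2 value of the hair follicle list was 4.53 in CPA replicate 2. Il17a was 3.96235 in WT replicate 3, from 4 reads against 0 in each other WT rat.

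DHT alone changed 289 genes against vehicle+H2O, and without vehicle+FeCl3 replicate 3 and DHT+H2O replicate 3 it changed 32. The interferon response list had a median log2 fold change of 1.522 in SRG against WT, with the library labelled SRG replicate 1, whose Cyp24a1 of 0 goes against its DHT label. The extracellular matrix and fibroblast list had a median of -1.867 in DHT+LPS against vehicle+LPS.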

How the results depend on the processing

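The first table holds genes that look selected on DHT+FeCl3 against vehicle+H2O, so its counts cover those genes only. Adjusted p values of that comparison then cannot be taken at their stated error rate. Groups of 3 to 5 rats make most counts depend on single libraries, and the single-cell libraries have 1 library per condition. List tests with a preset correlation passed often, and with an estimated correlation only the NK cell, leukocyte and hair follicle lists in CPA against PBS did. The alternatives by rescaling, filter, pseudocount, fold change, block, fitted groups, left-out library, list test, barcode depth, mitochondrial share, resolution and no doublet removal were set before the data were examined. The count models on recovered reads, the fits without doubted libraries, the doublet setting of the top 5% and the naming of shallow clusters were chosen after seeing the data. Planned tests on raw counts were not run. Where a value moved, the cause was not tested.

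Under the settings set before the data were examined, of 170 values for 12 counts of changed genes, 109 were the same within 1.5 times, 51 weaker and 10 stronger, and of 45 added ones 32 were the same, 3 weaker and 10 stronger. With an absolute log2 fold change of at least 1, 1979 genes changed against vehicle+H2O, 934 against vehicle+FeCl3, 731 against DHT+H2O, 176 with DHT alone, 1345 with LPS, 404 in all 3 comparisons and 425 in both DHT+FeCl3 and DHT+LPS. With only the groups compared in the fit, 625 changed against DHT+H2O, 161 with DHT alone and 321 in all 3. With the replicate number as a block, 49 changed with FeCl3 alone, 1502 with LPS, 5 in SRG against WT and 619 in CPA against PBS. Outside the antibody table the numbers do not pair by the rule set: residuals of same-numbered libraries correlate at -0.291 to 0.487 in the first table, -0.11 to -0.014 with LPS, 0.02 to 0.12 in SRG and WT, and -0.455 to 0.237 in CPA and PBS. In the antibody table the block ended the calls of Cxcl1 (adjusted p = 0.0648), Cxcl6 (0.0643) and Mmp1 (0.0502).

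With DESeq2 on recovered reads, 393 genes changed with FeCl3 alone, 939 with DHT alone, 88 in the interaction, 3617 with LPS, 283 in SRG, 3462 in CPA, 3526 with IL-17a mAb and 1188 in both DHT+FeCl3 and DHT+LPS. edgeR gave 0 in SRG, and 0 with TMM factors. Without vehicle+FeCl3 replicate 3 and DHT+H2O replicate 3, 32 changed with DHT alone and 20 in the interaction, and without PBS replicate 1 and CPA replicate 4, 3962 changed in CPA against PBS.

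Leaving out 1 library gave these lowest and highest counts: 606 (vehicle+FeCl3 replicate 2) and 2054 (its replicate 3) against vehicle+FeCl3, 101 (DHT+H2O replicate 1) and 1552 (its replicate 3) against DHT+H2O, 0 and 518 (vehicle+H2O replicate 3) with FeCl3 alone, 13 (vehicle+H2O replicate 1) and 551 (its replicate 3) with DHT alone, and 0 and 24 (vehicle+H2O replicate 3) in the interaction. They were 710 (vehicle+LPS replicate 2) and 2292 (DHT+LPS replicate 1) with LPS, 0 and 129 (SRG replicate 2) in SRG, 1066 (PBS replicate 4) and 3199 (CPA replicate 4) in CPA, 25 (mAb replicate 1) and 1808 (IgG replicate 3) with IL-17a mAb, 81 (DHT+H2O replicate 1) and 1094 (DHT+FeCl3 replicate 2) in all 3 comparisons, and 263 (vehicle+LPS replicate 2) and 823 (DHT+LPS replicate 1) in both DHT+FeCl3 and DHT+LPS.

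Of 3175 values for 314 list tests under settings set before the data were examined, 2721 were the same, 321 weaker, 132 stronger and 1 reversed. With an estimated correlation the IL-17 target list had adjusted p = 0.3806, 0.4992 and 0.4397 against vehicle+H2O, vehicle+FeCl3 and DHT+H2O, 0.1348 with LPS and 0.5489 with IL-17a mAb, and the T cell list 0.1368 in SRG. The hair follicle list with LPS reversed in direction in a single left-out fit, with adjusted p from 0.000511 (without vehicle+LPS replicate 3) to 0.6777 (without DHT+LPS replicate 2).

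Of 430 single-cell values under settings set before the data were examined for 91 results, 295 were the same, 131 moved and 4 reversed. With at least 500 genes per barcode the ratio of shares was 33.392 for dendritic-like and 4.46 for macrophage-like cells. With a mitochondrial share under 10% it was 5.367 for dendritic-like and 1.498 for T cell-like cells. At a Leiden resolution of 0.5 it was 4.307 for macrophage-like, 1.547 for NK cell-like, 2.028 for T cell-like and 6.835 for proliferating cells, the last reversed, and at a resolution of 2 it was 5.104 for macrophage-like cells. For proliferating cells it was 6.99 with no doublet removal and 8.562 without the top 5% of doublet scores, both reversed. At a resolution of 0.5, Il17a and Il17f in T cell-like cells were at 0 CPM and their share of these UMIs at 0%, as those cells joined the NK cell-like class, and without the top 5% the Il17a share was 100%. Neutrophil-like cells held 81.55% of the Alpl UMIs with at least 500 genes, 74.97% with a mitochondrial share under 10%, 81.78% with no doublet removal, 81.69% at a resolution of 0.5, 79.11% at 2, 60.19% without the top 5% of doublet scores and 81.69% with shallow clusters named.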

Differences from the paper's values

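The paper's general threshold is P under 0.05. It gives none for differential expression in particular, so its counts of genes and those here cannot be set to the same rule. For gene sets it states P under 0.05 with an FDR under 0.25. Its methods name DESeq2 for the bulk comparisons. DESeq2 was run here only on reads recovered from the deposited values, and it was chosen after seeing the values, as were the edgeR fits.

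For SRG and WT rats, the values of the paper's Table 1 were read by eye and are given here as log2 fold changes and as minus log10 of the adjusted p. The paper's log2 fold change of Prf1 is about 8.2, and here it is 6.641 (standard error 0.66). Under the settings set before the data were examined it ran from 4.729 to 7.343, and all of these differ from the paper's value by more than that error. edgeR (7.844, or 7.855 with TMM) and DESeq2 (8.15) on recovered reads, chosen after seeing the values, lie within it. Minus log10 of the adjusted p is about 9.5 in the paper and 1.607 here for Prf1, about 4.1 and 1.115 for Klrd1, about 2.7 and 1.214 for Tnfsf11, about 4.0 and 1.457 for Cd27, about 5.6 and 0.981 for Ccl24, about 1.5 and 0.973 for Ccl1, and about 2.3 and 1.026 for Ccr6. No setting set before the data were examined reached the paper's p for any of the 7. DESeq2 on recovered reads, chosen after seeing the values, reached all of them (9.547, 4.077, 2.678, 4.033, 5.558, 1.514 and 2.342) and drops 0 of the genes the paper calls. By the limma test here, Klrd1, Tnfsf11, Ccl24, Ccl1 and Ccr6 are not past the threshold.

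The paper states that Th17 differentiation, TNF pathways and chemokine receptors are lower in SRG rats. By the camera test the lists used here were not past the threshold (adjusted p = 0.3963, 0.2448 and 0.1892), nor did they have an unadjusted p under 0.05 (0.3624, 0.1749 and 0.1297). By the fry test, set before the data were examined, the Th17 differentiation list was lower (adjusted p = 0.04452), and the TNF list was not past the threshold (0.2409). The T cell list was lower by camera, as the paper states (adjusted p = 1.199e-09), but not with an estimated correlation (0.1368), and 2 of its 24 genes passed. These values include the library labelled SRG replicate 1, whose Cyp24a1 value goes against its DHT label.

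The paper states that dendritic cells and T cells increase in calcified skin. Their shares here had ratios of 1.29 and 1.08, under the bound of 2 used here. The ratio for dendritic-like cells was 33.392 with at least 500 genes per barcode and 5.367 with a mitochondrial share under 10%, and for T cell-like cells 2.028 at a Leiden resolution of 0.5. The vehicle+H2O library held 132 dendritic-like cells in the main setting but 3 and 23 under these 2 barcode limits. The ratio of 1.29 is therefore a weak basis for a difference from the paper. Macrophage-like, neutrophil-like, NK cell-like and B cell-like cells had higher shares, as the paper states, though at a Leiden resolution of 0.5 the NK cell-like ratio was 1.547, under the bound.

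The paper states that IL-17 signaling and its gene Cxcl3 are raised in inflammatory cells. In macrophage-like cells IL-17 target genes summed to 19993.4 CPM in vehicle+H2O and 16193.3 in DHT+FeCl3 skin, and Cxcl3 had a ratio under 2. The paper's result is a pathway analysis of changed genes, while this sum weighs abundant genes most, so the measures are unlike. Single genes of the list, such as Ccl12, Ptgs2, S100a8 and S100a9, were higher in macrophage-like cells of DHT+FeCl3 skin. In cluster 14, which carries neutrophil markers, Cxcl3 had 18814 CPM in DHT+FeCl3 and 8281 in the 15 vehicle+H2O cells, and Il1b was higher in macrophage-like cells, as the paper states. The paper names the Th17 pathway, T cell receptor pathways, Stat3, Rela, Hif1a and Il21r as raised in T cells. Each had a larger value in DHT+FeCl3 skin, and none was higher by the rule used here, while Irf4 was.

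The paper places TNAP in neutrophils almost alone. Here neutrophil-like cells held 52.1% of the Alpl UMIs in calcified skin and cluster 14 a further 29.6%. Cluster 14 carries neutrophil markers, and only a depth limit set after the data were seen kept it out of that class. The size of this difference therefore rests largely on how that cluster is named. The paper also names neutrophils as the main cells that express IL-17, and its staining shows IL-17a protein in MPO-positive cells. Here nearly all Il17a UMIs of calcified skin lay in a cluster that was T cell-like in the main setting. RNA and protein are unlike measures, so this does not settle which cells make the protein. The paper ranks the IL-17 pathway first in DHT+FeCl3 and in DHT+LPS skin. By camera p the leukocyte activation list came before it in DHT+FeCl3 against vehicle+H2O, although IL-17 targets had the largest median, and with LPS they came first by both.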

Other observations

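Alpl RNA encodes the enzyme TNAP. It rose from 94.6 ± 10.6 normalized counts with vehicle+LPS to 404 ± 38.3 with DHT+LPS (log2 fold change 2.09, adjusted p = 0.00194 from limma, exact p = 0.1, n = 3). It fell from 1282 ± 471 with IgG to 178 ± 76.1 with IL-17a mAb (-2.87, adjusted p = 0.017, exact p = 0.1, n = 3), a call that ended without mAb replicate 1 (0.0559) or IgG replicate 1 (0.0555). In SRG against WT skin it was 82.8 ± 28.7 and 252 ± 98.1 (-1.56, adjusted p = 0.294 from limma, exact p = 0.0286, the smallest that 4 against 4 can give, and adjusted p = 0.0167 with DESeq2 on recovered reads), with every SRG rat, the library labelled SRG replicate 1 included, below every WT rat. In CPA against PBS skin it was 128 ± 104 and 106 ± 43.5 (-0.15, adjusted p = 0.938, exact p = 0.857), where the mean is higher with CPA and the mean of the log2 values lower. The paper does not report Alpl RNA in these bulk tables. It does report alkaline phosphatase activity in skin, with its rise blunted in SRG rats and lower activity with CPA than with PBS. Enzyme activity and RNA are unlike measures, and Alpl RNA showed no such fall with CPA.

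Il17a UMIs in calcified skin lay in few cells of 1 cluster, of the T cell-like class in the main setting. Of 333 Il17a UMIs in the DHT+FeCl3 library, 332 (99.7%) were in cluster 13, in 9 of its 75 cells, and 163 of 167 Il17f UMIs (97.6%) were in the same class. At a Leiden resolution of 0.5, 332 and 163 of them were in NK cell-like cells and 0 in T cell-like cells, so the class rests on the clustering. The 96 neutrophil-like cells had 0 UMIs of either gene, against a floor of 3.4 CPM. Mpo, a granule enzyme gene of young neutrophils, had 0 UMIs in neutrophil-like cells, and in bulk skin it fell from 151 ± 52.7 with vehicle+H2O to 17.0 ± 10.7 with DHT+FeCl3 (-3.18, adjusted p = 0.0104).

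With DHT+LPS, Spp1, which encodes the mineral-binding protein osteopontin, rose from 605 ± 373 to 87939 ± 43373 normalized counts (log2 fold change 7.21, adjusted p = 0.00194), Fgf23, a phosphate hormone gene, from 40.9 ± 33.2 to 2008 ± 1121 (5.73, adjusted p = 0.00358), and Dcstamp, a gene of osteoclast fusion, from 1.40 to 167 (6.01, adjusted p = 0.00205). Col1a1, a collagen gene, fell by 3.86 on the log2 scale (adjusted p = 0.0135), and the call ended without DHT+LPS replicate 2 (0.0517), vehicle+LPS replicate 2 (0.0586) or vehicle+LPS replicate 3 (0.0512).

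With IL-17a mAb, Shh, a signal of growing hair follicles, rose from 4.25 ± 3.72 to 277 ± 87.8 normalized counts (log2 fold change 6.15, adjusted p = 0.0159), a call that ended without mAb replicate 1 (0.0882) or IgG replicate 1 (0.0513). The phase of the hair cycle was not measured.

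DHT alone raised Cck from 25.5 ± 11.9 to 703 ± 22.8 (4.83, adjusted p = 0.000138) and the B cell chemokine gene Cxcl13 from 70.0 ± 3.65 to 1793 ± 399 (4.63, adjusted p = 0.00047). FeCl3 alone changed 0 genes by limma, with 1147 at an unadjusted p under 0.05, 0 by edgeR and 393 by DESeq2 on recovered reads.

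Cyp24a1 marks exposure to a vitamin D analog. It was 995, 508 and 200 normalized counts in the DHT+FeCl3 rats and at most 2.08 in replicates 1 and 2 and 78.8 in replicate 3 of vehicle+FeCl3. In the LPS table it was 0, 0 and 46.6 in the vehicle+LPS rats and 494 to 686 in the DHT+LPS rats. In the library labelled SRG replicate 1 it was 0, against 838, 370 and 2188 in the other SRG rats and 194 to 396 in the WT rats, so the DHT label of this library is in doubt. The paper reports no calcification in SRG rats, which a rat without DHT would share, so this does not settle it.

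Herc6, an interferon response gene, was the 1 gene higher in SRG skin (532 ± 168 in WT, 2558 ± 739 in SRG, log2 fold change 2.26, adjusted p = 0.0349), and its call ended in 6 of 8 left-out fits, that without the library labelled SRG replicate 1 among them, and under edgeR on recovered reads (0.0616). Herc6 is not on the interferon response list fixed in advance. Of the 21 genes measured on that list, 0 passed over all genes and 14 were higher adjusted over the list alone.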
